# Female Mice Lacking LSD1 in Myeloid Cells Are Resistant to Inflammatory Bone Loss

**DOI:** 10.3390/cells14141111

**Published:** 2025-07-19

**Authors:** Kristina Astleford-Hopper, Flavia Saavedra, Peter Bittner-Eddy, Clara Stein, Jennifer Auger, Rachel Clark, Juan E. Abrahante Llorens, Bryce A. Binstadt, Vivek Thumbigere-Math, Kim C. Mansky

**Keywords:** osteoclasts, epigenetics, inflammation, periodontal disease

## Abstract

Osteoclasts, which are derived from myeloid precursors, are essential for physiologic bone remodeling but also mediate pathological bone loss in inflammatory diseases such as periodontitis and rheumatoid arthritis. Lysine-specific demethylase (LSD1/KDM1A) is a histone demethylase that modulates the chromatin landscape via demethylation of H3K4me1/2 and H3K9me1/2, thereby regulating the expression of genes essential for deciding cell fate. We previously demonstrated that myeloid-specific deletion of LSD1 (LSD1LysM-Cre) disrupts osteoclast differentiation, leading to enhanced BV/TV under physiological conditions. In this study, we show that LSD1LysM-Cre female mice are similarly resistant to inflammatory bone loss in both ligature-induced periodontitis and K/BxN serum-transfer arthritis models. Bulk RNA-seq of mandibular-derived preosteoclasts from LSD1LysM-Cre mice with ligature-induced periodontitis revealed the upregulation of genes involved in inflammation, lipid metabolism, and immune response. Notably, LSD1 deletion blocked osteoclastogenesis even under TGF-β and TNF co-stimulation, which is an alternative RANKL-independent differentiation pathway. Upregulation of *Nlrp3*, *Hif1α*, and *Acod1* in LSD1LysM-Cre preosteoclasts suggests that LSD1 is essential for repressing inflammatory and metabolic programs that otherwise hinder osteoclast commitment. These findings establish LSD1 as a critical epigenetic gatekeeper integrating inflammatory and metabolic signals to regulate osteoclast differentiation and bone resorption. Therapeutic inhibition of LSD1 may selectively mitigate inflammatory bone loss while preserving physiological bone remodeling.

## 1. Introduction

Osteoclasts are multinucleated giant cells derived from the monocyte/macrophage lineage that play a pivotal role in skeletal remodeling and repair. Osteoclasts result from the fusion of mononuclear precursors derived from the monocyte/macrophage lineage [1]. Under physiological conditions, osteoclastogenesis is primarily regulated by macrophage colony-stimulating factor (M-CSF) and receptor activator of NF-κB ligand (RANKL), which are secreted by osteoblasts and osteocytes [2]. However, in chronic inflammatory diseases such as periodontitis and rheumatoid arthritis, this regulatory process is subverted: sustained immune activation drives excessive osteoclast differentiation. Innate immune cells infiltrate the synovium or periodontium and secrete proinflammatory cytokines, which facilitate osteoclastogenesis and amplify bone resorption [3]. Tumor necrosis factor (TNF) is a central mediator of both periodontal and joint inflammation [4,5], indirectly enhancing osteoclastogenesis by increasing RANKL expression and stimulating the release of cytokines like IL-1β and IL-6 [6,7,8,9,10,11]. However, TNF alone is insufficient to drive osteoclast differentiation, suggesting a need for additional molecular signaling within the inflamed microenvironment.

Recent studies have demonstrated that TGF-β is capable of priming osteoclast precursors to respond to TNF, which enables TNF-driven osteoclast differentiation independent of RANKL [12]. This alternative pathway has relevance in periodontitis, as elevated levels of TGF-β have been detected in the saliva, serum, and gingival crevicular fluid of periodontitis patients [13,14]. This suggests that TGF-β and TNF may collaborate in driving inflammation-induced osteoclast differentiation [12].

Additionally, emerging evidence suggests that osteoclast precursor populations differ substantially between physiological and inflammatory conditions [15,16]. For example, arthritis-associated osteoclastogenic macrophages (AtoMs), defined by a CX3CR1^+^, Ly6C^int^, F4/80^+^, I-A^+^/I-E^+^ phenotype, exhibit robust osteoclastogenic potential in inflamed joints but do not contribute to physiological bone remodeling [17]. Targeted ablation of AtoMs in experimental arthritis models attenuates bone erosion while preserving normal skeletal remodeling, emphasizing that distinct ontogenies and microenvironmental cues govern osteoclastogenesis in health and disease.

Despite these advances, the epigenetic mechanisms that integrate inflammatory and metabolic signals to regulate osteoclast differentiation remain poorly understood. Lysine-specific demethylase 1 (LSD1/KDM1A) is a histone demethylase that removes methyl groups from H3K4me1/2 and H3K9me1/2, thereby modulating chromatin accessibility and transcriptional programs critical for myeloid-lineage commitment. We previously demonstrated that myeloid-specific deletion of LSD1 in female mice impairs osteoclast differentiation and increases bone volume under physiological conditions and is associated with upregulation of IFN-β-responsive genes [18]. Given that TGF-β downregulates IFN-β targets to enable TNF-mediated osteoclast differentiation [12], we hypothesized that LSD1 may be essential for suppressing IFN-β signaling and permitting osteoclastogenesis under inflammatory conditions.

To test this hypothesis; we examined the consequences of LSD1 deletion in two murine models of inflammatory bone loss: ligature-induced periodontitis (LIP) and K/BxN serum-transfer arthritis. We found that female myeloid-specific LSD1 conditional knockout mice (LSD1cKO) are resistant to bone loss in both models, exhibiting impaired osteoclastogenesis and preserved bone volume. Transcriptomic analyses of mandibular and femur-derived preosteoclasts from LIP LSD1cKO mice revealed upregulation of genes involved in innate immunity, inflammation, lipid transport and metabolism. Notably, LSD1-deficient preosteoclasts failed to differentiate even when co-stimulated with TGF-β and TNF, indicating that LSD1 is indispensable for the epigenetic reprogramming required for osteoclast-lineage commitment in inflammatory settings, acting in part by suppressing IFN-β–responsive genes. Collectively, these findings establish LSD1 as a key epigenetic integrator of inflammatory and metabolic cues that govern osteoclastogenesis and highlights LSD1 as a promising therapeutic target for mitigating inflammatory bone loss.

## 2. Materials and Methods

### 2.1. Ethics

Procedures were reviewed and approved as described previously [18].

### 2.2. LSD1 Mice

The *LSD1* floxed and *LSD1 LysM-Cre* mice used in this study have been previously described, and sources are shown in Table 1 [18].

### 2.3. Primary Osteoclast Culture from Femurs

Osteoclast cultures derived from the bone marrow of the femur were generated as previously described [18].

### 2.4. Primary Osteoclast Culture from Mandibles

Osteoclast cultures derived from the bone marrow of the mandible were generated as previously described [19].

### 2.5. Bulk RNA-SEQ

Bone-marrow cells from the mandible were collected from 3-month-old female Lsd1LysM-WT and Lsd1LysM-cKO mice. The mice were placed in one of two groups: a group that had been subjected to ligature-induced periodontitis for 7 days or a control group with no ligature. Osteoclast-culture generation, RNA isolation, and bulk RNA sequencing were conducted as previously described [18]. The data are available in Geo GSE299905.

### 2.6. Real-Time Quantitative PCR Analysis

Quantitative PCR analysis was conducted as previously described [18]. The forward and reverse primer pairs for each gene are shown in Table 2. Primers to measure expression of *Lsd1*, *Acp5*, *Nfatc1*, *Dc-stamp*, *Ctsk* and *Hprt* have been previously described [18].

### 2.7. Ligature-Induced Periodontitis (LIP)

Six male LSD1WT, five male LSD1cKO, four female LSD1WT, or five female LSD1cKO littermates were anesthetized with 75–100 mg/kg of ketamine and 5–10 mg/kg of xylazine by intraperitoneal injection. All mice were 2 months of age at the time of ligature placement. A 5–0 silk suture (Roboz Surgical, Gaithersburg, MD, USA) was placed with the aid of a stereo-microscope using a method previously described to avoid trauma to the gingival tissue [20]. Ligatures were left in place for 7 days. Ligated mice were co-caged with non-ligated siblings both prior to and following ligature placement. The mice analyzed for bone loss were different from the mice used for gene-expression analysis (N = 4 of each genotype). When cells were collected for gene-expression analysis, ligatures were placed on both the left and right maxillary second molars. The mice were euthanized by CO_2_ inhalation.

### 2.8. Micro-CT Analysis for Alveolar Bone Loss

After 7 days of LIP, the mouse maxillae were dissected and treated as described in [21]. Both the non-ligated and ligated sides of the maxillae were registered three-dimensionally using Data Viewer software (version 1.5.4.0, Bruker-Micro-CT, Kontich, Belgium). The volume of interest (VOI) was determined for the ligated (left second maxillary molar) and non-ligated (right second maxillary molar) regions. Ligated and non-ligated VOIs were imported into CT Analyzer software (version 1.10.1) to determine the bone volume percentage in each mouse. The difference between bone volumes in the VOIs was calculated as the bone volume percentage of the non-ligated VOI minus the bone volume percentage of the ligated VOI.

### 2.9. K/BxN Serum-Transfer Arthritis Mouse Moadel

Arthritis was induced via injection of K/BxN mouse serum [22]. K/BxN serum was collected from K/BxN mice at 8 weeks of age. Three-month-old LSD1WT and LSD1LysM-cKO female mice (N = 5 of each genotype) were induced via intraperitoneal injection of 150 µL of K/BxN serum on days 0 and 3. The mice were observed, and ankle thickness and clinical scores were measured every day for 11 days. Clinical scores ranged from 0 (no arthritis) to 3 (maximum arthritis). Mice were sacrificed on day 11 by CO_2_ inhalation, and ankles and tibiae were harvested for histological and μCT analyses.

### 2.10. Micro-CT Analysis for Quantification of Rheumatoid Arthritis-Induced Boney Lesions

The tibiae and ankles from three-month-old mice treated with K/BxN serum were isolated, wrapped in gauze, and stored in PBS at −80 °C. At the time of scanning, the tibiae were defrosted to room temperature and scanned in PBS with a 1 mm aluminum filter using a XT H 225 micro-computed tomography machine (Nikon, Tokyo, Japan) at listed voxel size for each scan. Scan settings were set to 120 kV, 61 μA, 720 projections, two frames per projection, and an integration time of 708 milliseconds. Three-dimensional reconstruction volumes were calculated for each scan using CT Pro 3D. These 3D volumes were then converted to bitmap datasets using VG Studio MAX 3.2. Before analysis, the scans were rotated using DataViewer, and CT Analyzer was used to perform morphometric analyses, as previously described [23].

### 2.11. Paraffin-Embedded TRAP Staining

The tibiae and ankles or maxillae from three-month-old mice were isolated after micro-CT, fixed in Z-fix (Anatech LTD, Battlecreek, MI, USA, catalog #NC9378601), placed in 10% EDTA (pH 7.4) for decalcification, then paraffin-embedded and sectioned for histological staining. Bone sections were processed for TRAP staining, as previously described [18]. Images were taken using light microscopy and analyzed.

### 2.12. TGF-β- and TNF-Induced Osteoclast Differentiation

Bone marrow from LSD1WT or LSD1cKO mice was isolated as described above. Femoral or mandibular cells were plated on osteoclast media supplemented with one of two treatments: 1.5% CMG14–12 conditioned media (TGFβ group) or 1.5% CMG14–12 conditioned media with TGF-β (1 ng/mL) (TGFβ+ group). The cells were incubated for 48 h at 37 °C to allow them to differentiate into bone-marrow macrophages (Day 0). The TGFβ- and TGFβ+ groups were stimulated with CMG14–12 conditioned media and TNF (40 ng/mL). Cells were harvested on day 2 for RT-qPCR analysis.

### 2.13. Statistical Analysis

Statistical analysis was carried out as previously described [18].

## 3. Results

### 3.1. Deletion of LSD1 Inhibits LIP-Induced Alveolar Bone Loss

To investigate the role of LSD1 in periodontitis-mediated inflammatory bone loss, silk ligatures were placed around the maxillary second molar in 2-month-old LSD1WT and LSD1cKO male and female mice for 7 days to induce localized inflammation. Micro-CT analysis revealed a reduction of ~30% in bone-volume fraction (BV/TV) in female LSD1WT mice; however, female LSD1cKO mice showed no significant changes in BV/TV (Figure 1A,B, *p* = 0.0131 for LSD1WT and *p* = 0.7853 for LSD1cKO). In contrast, both male LSD1WT and male LSD1cKO mice exhibited a reduction of ~15% in BV/TV following ligature placement (Supplementary Figure S1A,B, *p* < 0.001 for LSD1WT and *p* = 0.008 for LSD1cKO), suggesting a sex-dependent phenotype. Histological analysis confirmed a significant reduction in osteoclast numbers in the alveolar bone of female LSD1cKO mice compared to LSD1WT controls, whereas no significant difference in osteoclast number was observed between genotypes among male mice (Figure 1D,E, Supplementary Figure S1D,E). These findings demonstrate that LSD1 expression is required for osteoclast-mediated alveolar bone loss in females under inflammatory conditions and suggest that LSD1 contributes to sex-specific regulation of osteoclastogenesis during periodontal inflammation.

### 3.2. Knockout of LSD1 Results in Decreased Bone Lesions and Ankle Thickness in Mice with K/BxN-Serum-Transferred Arthritis

To determine if the protective effects of LSD1 deletion extend beyond periodontal inflammation, we used the K/BxN serum-transfer arthritis model, examining mouse ankle thicknesses and changes in bone volume. Based on our findings from the LIP model, only female LSD1WT and LSD1cKO mice were assessed, as protection from bone loss was observed exclusively in females. Neither clinical arthritis scores nor ankle swelling differed between the LSD1WT and LSD1cKO mice (Figure 2A,B). On day 11, micro-CT analysis of the ankles revealed a significant increase in bone volume in LSD1cKO mice compared to LSD1WT mice (Figure 2C, *p* = 0.0134). Histological evaluation further confirmed a significant reduction in osteoclast numbers in the inflamed joints of LSD1cKO mice (Figure 2D,F, *p* = 0.0002), indicating that LSD1 is required for osteoclastogenesis and subsequent bone erosion in this inflammatory context. Collectively, these findings mirror the phenotype observed in the LIP model and reinforce that LSD1-dependent osteoclast differentiation is a central driver of bone loss across anatomically and mechanistically distinct models of inflammation.

### 3.3. Increase in IFN-β Regulated Genes in LSD1cKO Preosteoclasts

Given that LSD1cKO mice were resistant to inflammatory bone loss, we next examined transcriptional changes in osteoclast precursors to identify potential molecular mechanisms underlying this phenomenon. 

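Sequencing covered 12 libraries of preosteoclasts, 2 of each genotype from each of 3 cultures. Marrow came from the mandible of female mice with ligatures for 7 days, from the femur of ligated mice and from the femur of unligated mice. The cells were cultured for 2 days in M-CSF and RANKL, and polyA RNA was sequenced. The sample labels name 9 mice, 5 LSD1WT and 4 LSD1cKO. One ligated LSD1WT mouse and 2 ligated LSD1cKO mice gave both a mandible and a femur library. The paper's sequencing methods give an age of 3 months and the labels give 2 months. The mandible LSD1WT libraries are replicates 1 and 3, and every other pair is replicates 1 and 2. The label of mandible LSD1WT replicate 3 conflicts with itself, since its title says mandible and its library name says femur. It was taken as mandible, in keeping with the 2 LSD1WT columns of Figs. 3A and 6A.
The authors counted reads on 57010 Ensembl genes and deposited the counts without normalization. The paper's text names no aligner, counting tool or genome build, and the counts come without coordinates, so genes are given here by symbol and Ensembl identifier. In the mandible, total counts per library were 24101140 and 26955117 in LSD1WT and 26877661 and 30770886 in LSD1cKO. In the ligated femur they were 32526751 and 21375805 in LSD1WT and 25431051 and 22646295 in LSD1cKO. In the unligated femur they were 26733293 and 25022908 in LSD1WT and 28973436 and 25995879 in LSD1cKO. A gene with a count of 0 could still hold up to 3 counts, which is 0.0927 to 0.154 CPM (counts scaled to a common library size) depending on the library. Such limits cover counting error only. Counts were scaled to CPM with edgeR's TMM method, and the 15425 genes that edgeR's filterByExpr kept were tested. All 12 libraries were fitted together with edgeR's quasi-likelihood method, with 1 coefficient for each of the 6 conditions. LSD1cKO was then compared with LSD1WT within each culture, and the Benjamini-Hochberg adjusted p was held to 0.05.
Kdm1a (ENSMUSG00000036940), which encodes LSD1, was at 71.0 and 71.3 CPM in the mandible LSD1WT libraries and at 24.3 and 22.1 CPM in the mandible LSD1cKO libraries. In the ligated femur it was at 66.8 and 70.2 CPM in LSD1WT and at 15.6 and 17.8 CPM in LSD1cKO. In the unligated femur it was at 61.2 and 68.4 CPM in LSD1WT and at 20.3 and 16.9 CPM in LSD1cKO. Lyz2 (ENSMUSG00000069516), whose promoter drives the Cre recombinase, was at 1232 to 35330.1 CPM over the 12 libraries. Xist (ENSMUSG00000086503) was at 435.6 to 1247 CPM, and the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had 0 CPM in each of them.
The replicates differed very unequally within the 6 pairs. The biological coefficient of variation was 0.0246 in the mandible LSD1WT pair and between 0.0963 and 0.701 in the other 5 pairs. The counts of the mandible LSD1WT pair differed by 1.55 times the sampling noise (median over genes), an excess that does not show separate cultures. Both libraries were kept as labelled, and an SD for mandible LSD1WT need not hold the spread between mice. In the femur, LSD1WT replicate 2 nearly lacked osteoclast transcripts. The summed counts of 20 osteoclast genes in replicate 2 were 1.46% of those in replicate 1 in the ligated femur and 2.34% in the unligated femur.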

Bulk RNA-SEQ was performed on mandibular-bone-marrow-derived osteoclast precursors isolated from female LSD1WT and LSD1cKO mice subjected to 7 days of LIP. The bone marrow was flushed, and osteoclast precursors were incubated with M-CSF and RANKL for 2 days prior to RNA extraction and bulk RNA sequencing. 

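In mandibular preosteoclasts 0 genes had an adjusted p under 0.05 for LSD1cKO against LSD1WT (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p under 0.05 there were 744, of which 588 were higher and 156 lower in LSD1cKO. The gene with the smallest adjusted p was Kdm1a, at 0.0695 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its expression was 71.2 ± 0.180 CPM (SD, n = 2) in LSD1WT and 23.2 ± 1.57 CPM (SD, n = 2) in LSD1cKO. This is a log2 fold change of -1.62 (standard error 0.18), with LSD1cKO lower in both libraries. The alternative that moved the number of genes most was a fit of the 4 mandible libraries alone, which called 5261 genes, 2770 higher and 2491 lower. With a log2 fold change of at least 1 in size as well, it called 1373, of which 1020 were higher and 353 lower. The biological coefficient of variation shared across genes was 0.419 in the fit of all 12 libraries and 0.0693 in the fit of the 4 mandible libraries. That fit treats the nearly identical LSD1WT pair as independent libraries. Leaving 1 femur LSD1WT library out of the fit of all libraries called 19 genes (without ligated replicate 1), 25 (without ligated replicate 2) or 2 (without either unligated replicate), and Kdm1a was among the first 19 and 25, with adjusted p values of 0.0327 and 0.0275 (edgeR's quasi-likelihood test).
Both fits were tested on simulated counts in which 200 genes were changed 4-fold between the genotypes. With the dispersions of all 12 libraries, 24.5% of the changed genes were recovered in the mandible comparison. With the dispersions of the 4 mandible libraries, 99.5% were recovered. A fit of 4 simulated mandible libraries recovered 100% and also called 24 genes that had not been changed. Each simulation gave all its libraries the same dispersion for a gene and drew them independently, whereas the real pairs differed widely. The simulations therefore cannot show what the spread of the femur libraries alone does to the fit. Nor can they check an LSD1WT pair that may share a culture.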

Using DAVID analysis of differentially expressed genes (DEGs), we determined up- and down-regulated pathways in LSD1cKO versus LSD1WT mandibular-derived osteoclasts (Figure 3A). Genes involved in inflammation and immune-related pathways were markedly upregulated in LSD1cKO preosteoclasts (Figure 3A). 

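The 23 genes named on the heat map in Fig. 3A were each higher in both mandible LSD1cKO libraries than in both LSD1WT libraries. For 4 independent libraries, chance would separate the genotypes in 33.3% of genes. That share is higher if the nearly identical LSD1WT pair is not independent. The median log2 fold change of the 23 genes was 1.98, with a range from 1.28 to 3.77. Over all genes tested, 0 of the 23 had an adjusted p under 0.05, and 15 had an unadjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). When adjusted over the list alone, 10 genes were under 0.05. Because the study chose these genes on these libraries, neither their direction and separation nor the list-alone number and the set tests below are independent evidence. In the fit of the 4 mandible libraries alone, 22 of them were called.
As a set, the genes had an adjusted p of 2.5e-17 for an increase over other genes (limma's camera with a preset correlation of 0.01, two-sided, Benjamini-Hochberg over 18 gene lists). The genes of the set move together, with an estimated correlation of 0.706. The choice that moved this result most was the set test. With the correlation estimated from the data the adjusted p was 0.184, and with limma's fry it was 0.124. Without LSD1cKO replicate 2 the median log2 fold change was 1.56, and without LSD1cKO replicate 1 it was 2.19.
Clec5a (ENSMUSG00000029915) had the smallest adjusted p of the set, 0.0769 (edgeR's quasi-likelihood test). It was at 23.6 ± 1.16 CPM (SD, n = 2) in LSD1WT and 87.8 ± 12.7 CPM (SD, n = 2) in LSD1cKO, a log2 fold change of 1.90 (standard error 0.25). Its adjusted p was 0.0460 without either ligated femur LSD1WT library (edgeR's quasi-likelihood test). Tlr5 (ENSMUSG00000079164) had the highest fold change, from 0.561 ± 0.0148 CPM (SD, n = 2) to 7.70 ± 0.691 CPM (SD, n = 2), or 3.77 on the log2 scale (standard error 1.16). Irf7 (ENSMUSG00000025498) rose from 1.85 ± 0.0797 CPM (SD, n = 2) to 10.6 ± 8.53 CPM (SD, n = 2), and the LSD1cKO replicates were far apart. Mx2 (ENSMUSG00000023341) had 2 and 3 counts in the LSD1WT libraries and 9 and 21 in LSD1cKO. Its mean in LSD1cKO was 4.12 times a floor of 3 counts in LSD1WT, which is not a lower bound at such counts.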

To further investigate whether these changes were consistent across skeletal sites, we performed qRT-PCR for canonical IFN-β–regulated genes in both mandibular and femur-derived preosteoclasts from LIP LSD1WT and LSD1cKO mice. IFN-β related genes (*Ifit1*, *Ifit2*, *Ifit3*, and *Oasl2*) were significantly upregulated at both sites, with a notably higher-fold increase observed in mandibular-derived cells (Figure 3B–H). Interestingly, even in the LSD1WT mice, femur-derived preosteoclasts exhibited a higher baseline expression of IFN-β–responsive genes compared to their mandibular counterparts, suggesting site-specific differences in IFN-β signaling and/or osteoclastogenic potential. This may be due to the inflammatory stimulus being present in the mandible or an enhancement of osteoclast differentiation in mandibular-derived cells [19]. In combination, these results extend our prior findings and confirm that LSD1 is essential for the repression of IFN-β–responsive genes in osteoclast precursors. 

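Interferon response was examined with 36 genes, none of them named in Fig. 3A or in the qRT-PCR panels (0 shared), of which 35 were tested. In the mandible all 35 had a higher mean in LSD1cKO, and in 32 the genotypes did not overlap. The chance share is 33.3% in either direction for 4 independent libraries, and higher if the LSD1WT pair is not independent. The median log2 fold change was 1.76. Over all genes tested, 0 of the 35 had an adjusted p under 0.05, while 22 had an unadjusted p under 0.05 and 16 were under 0.05 when adjusted over the list alone (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). As a set, their adjusted p was 5.1e-20 (limma's camera), which did not hold under limma's fry (0.124) or an estimated correlation (0.185). The value leans on 1 library, as the median was 1.06 without LSD1cKO replicate 2.
In the ligated femur all 35 were again higher, 33 of them without overlap, with a median log2 fold change of 1.80. Here 0 had an adjusted p under 0.05 over all genes, 24 had an unadjusted p under 0.05, and 21 were under 0.05 when adjusted over the list alone (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The camera adjusted p was 1.0e-30 and the fry adjusted p was 0.0822 (both in limma). This median depended on the femur LSD1WT replicates. Without LSD1WT replicate 2 the median was 3.75, and without LSD1WT replicate 1 it was 1.31.
Ifit1 (ENSMUSG00000034459) was at 0.575 ± 0.121 CPM (SD, n = 2) in mandible LSD1WT and 3.60 ± 2.52 CPM (SD, n = 2) in mandible LSD1cKO, a log2 fold change of 2.63 (standard error 0.92). In the ligated femur it was at 30.5 ± 33.0 CPM (SD, n = 2) in LSD1WT and 185 ± 36.6 CPM (SD, n = 2) in LSD1cKO, a log2 fold change of 2.60 (standard error 0.84). The log2 fold changes of Ifit2 were 2.65 in the mandible and 2.28 in the femur, those of Ifit3 were 1.68 and 2.35, and those of Oasl2 were 3.66 and 2.04. All 4 genes were higher in both LSD1cKO libraries than in both LSD1WT libraries at each site, and none had an adjusted p under 0.05. For each of the 4 genes, which site had the larger value changed with a femur LSD1WT library left out. In the mandible the Oasl2 increase was from 1.36 ± 0.417 CPM (SD, n = 2) to 17.2 ± 15.5 CPM (SD, n = 2), with LSD1cKO replicates at 6.22 and 28.1 CPM.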

Loss of LSD1 leads to sustained activation of this anti-osteoclastogenic pathway, thereby impairing osteoclast differentiation under inflammatory conditions [18].

### 3.4. LSD1 Expression in the Femur Is Necessary for TNF-Induced Osteoclast Differentiation

To explore whether LSD1 is functionally required for inflammatory osteoclastogenesis via non-canonical cytokine signaling, we evaluated its role in the RANKL-independent differentiation pathway driven by TGF-β and TNF. Recent studies have shown that TGF-β priming of osteoclast precursor cells prior to the addition of TNF downregulates IFN-β–responsive genes, thereby permitting TNF-induced osteoclast differentiation in the absence of RANKL [12,24] (Figure 4A). Given our observation of elevated IFN-β–regulated transcripts in LSD1cKO mandibular and femoral preosteoclasts (Figure 3), we hypothesized that LSD1 may be essential for this epigenetic silencing step. To test this hypothesis, mandibular and femur-derived preosteoclasts from female LSD1WT and LSD1cKO mice were primed with TGF-β and then stimulated with TNF without RANKL. In LSD1WT preosteoclasts from the femur (Figure 4B–E) and mandible (Figure 4F–I), this cytokine sequence induced robust expression of key osteoclast genes (*Nfatc1*, *Dcstamp*, *Acp5*, and *Ctsk*), a response consistent with effective differentiation. In contrast, LSD1cKO cells failed to upregulate these genes under identical conditions, regardless of skeletal origin. These findings demonstrate that LSD1 is indispensable for TGF-β/TNF-mediated osteoclastogenesis and that its absence locks osteoclast precursors in a non-permissive transcriptional state, likely through failure to repress IFN-β–driven inhibitory programs. Future studies will include measurement of inflammatory cytokines such as TNF and TGF-β in the oral mucosa and bone marrow to determine whether this RANKL-independent mechanism of osteoclast differentiation is responsible for bone loss in LIP.

### 3.5. LSD1cKO Preosteoclasts Have Dysregulated Inflammatory Genes

To further dissect the inflammatory transcriptional landscape of LSD1-deficient preosteoclasts, we evaluated the expression of genes associated with innate immune activation and metabolic adaptation during inflammation. qRT-PCR analyses were performed on mandibular and femur-derived preosteoclasts from both ligated and unligated LSD1WT and LSD1cKO female mice. Notably, the inflammasome component *Nlrp3* [25] was significantly upregulated in LSD1cKO preosteoclasts from both skeletal sites even in the absence of ligature placement (Figure 5A,B), indicating a basal increase in inflammasome priming.

First, we investigated the expression of *Hif1a*, a hypoxia-inducible transcription factor known to enhance osteoclast survival and function under inflammatory stress. In our mice, *Hif1a* was unchanged in unligated mice (Figure 5E,F) but significantly elevated in both mandibular and femur-derived cells following ligature placement in LSD1cKO mice (Figure 5G,H). Similarly, *Acod1*, which encodes the mitochondrial enzyme itaconate synthase and is associated with immune-metabolic reprogramming in inflammatory macrophages [26,27,28], was upregulated in both mandibular and femur-derived LSD1cKO preosteoclasts under basal conditions (Figure 5I,J), and remained selectively elevated in the mandible after ligature (Figure 5K,L). These data indicate that LSD1 deficiency results in inappropriate activation of proinflammatory and metabolic pathways in osteoclast precursors, features consistent with an inflammatory macrophage-like phenotype. The persistent expression of *Nlrp3*, *Hif1a*, and *Acod1* suggests that LSD1 normally constrains inflammatory transcriptional circuits that, if unchecked, impair osteoclast-lineage commitment under stress conditions.

### 3.6. Loss of LSD1 Expression Enhances Lipid Metabolism and Expression of Transport Genes 

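The 14 genes on the heat map in Fig. 6A (with its Cyp1b and Cyp27 read as Cyp1b1 and Cyp27a1) all had a higher mean in LSD1cKO than in LSD1WT mandibular preosteoclasts. For 13 of them the libraries did not overlap (chance, 33.3% in either direction for 4 independent libraries). The median log2 fold change was 1.41. None had an adjusted p under 0.05 over all genes (0 genes, 6 at an unadjusted p under 0.05), and 4 did when adjusted over the list alone (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). These genes were also picked on the mandible libraries, so their direction, their separation, the list-alone number and the set tests in the mandible are not independent evidence. The set had an adjusted p of 3.4e-09 (limma's camera), 0.0267 under limma's fry and 0.0355 with an estimated correlation. Leaving out 1 mandible library at a time gave medians from 1.30 to 1.64.
In the ligated femur 9 of the 14 genes were higher and 5 were lower, and 7 were higher without overlap. The median log2 fold change was 0.74. None had an adjusted p under 0.05 over all genes or over the list alone (0 genes in each case, 3 at an unadjusted p under 0.05). The adjusted p of the set was 6.4e-04 (limma's camera), 0.0886 under fry and 0.210 with an estimated correlation. The median was 1.13 without femur LSD1WT replicate 2 and 0.20 without femur LSD1WT replicate 1. The difference between the mandible and femur effects was tested directly and had an adjusted p of 0.173 for the set (limma's camera).
Abcg2 (ENSMUSG00000029802) rose from 6.91 ± 0.956 CPM (SD, n = 2) to 19.9 ± 1.80 CPM (SD, n = 2) in the mandible, a log2 fold change of 1.53 (standard error 0.40), and its log2 fold change in the ligated femur was 1.47. Alox5 (ENSMUSG00000025701) rose from 11.9 ± 0.420 CPM (SD, n = 2) to 27.7 ± 4.24 CPM (SD, n = 2) in the mandible, a log2 fold change of 1.22 (standard error 0.39), and by 1.28 in the ligated femur. Alox15 (ENSMUSG00000018924) had 2 and 3 counts in the mandible LSD1WT libraries and 25 and 24 in LSD1cKO. Its mean in LSD1cKO was 6.88 times a floor of 3 counts in LSD1WT, which is not a lower bound at such counts. Cyp1b1 (ENSMUSG00000024087) went from 0.514 ± 0.207 CPM (SD, n = 2) to 6.89 ± 0.261 CPM (SD, n = 2) in the mandible, a log2 fold change of 3.73 (standard error 1.19), and had a log2 fold change of -0.80 in the ligated femur, or 0.73 without femur LSD1WT replicate 2. Cyp27a1 (ENSMUSG00000026170) had log2 fold changes of 2.39 in the mandible and -0.77 in the ligated femur, where the LSD1WT replicates were at 3.59 and 99.7 CPM and leaving out the second gave 3.15. Abcg3 (ENSMUSG00000029299) was the gene whose mandible libraries overlapped, with a log2 fold change of 0.20.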

Beyond dysregulation of inflammatory genes, transcriptomic analysis of mandibular and femur-derived preosteoclasts from LIP LSD1cKO mice also revealed enrichment of pathways related to lipid metabolism and transport (Figure 6A–Q). To validate these findings and assess skeletal-site consistency, qRT-PCR was performed on both mandibular and femur-derived preosteoclasts. Several genes involved in cholesterol transport (*Abcg2*, *Abca3*, *Abcb1b*), cytochrome P450 family members (*Cyp1b1*, *Cyp3a11*, *Cyp27a1*), and lipid oxidation pathways (*Alox5*, *Alox15*) were significantly upregulated in LSD1cKO preosteoclasts following LIP inflammation (Figure 6B–Q). Although these changes were consistently observed across skeletal sites, mandibular-derived cells generally exhibited higher-fold changes. These findings suggest that LSD1 plays a role in restricting lipid-metabolism programs that are aberrantly activated during inflammation. Elevated expression of lipid-handling and oxidation-related genes in LSD1cKO preosteoclasts may reflect a shift toward a macrophage-like immune-metabolic phenotype uncoupled from the osteoclast-differentiation trajectory. Taken together, our data indicate that LSD1 coordinates the transcriptional balance between inflammatory activation, lipid metabolism, and osteoclast-lineage commitment and that its loss disrupts this balance in a way that impairs pathological bone resorption without inhibiting induction of inflammatory genes.

## 4. Discussion

In this study, we demonstrate that conditional deletion of LSD1 in the myeloid lineage confers protection against inflammatory bone loss in two distinct murine models of osteolytic disease: LIP and K/BxN serum-transfer arthritis. Utilizing the LIP model, a well-established model for dissecting host immune contributions to periodontal bone resorption [29], we observed that female LSD1cKO mice were protected from alveolar bone loss, while their LSD1WT counterparts exhibited a ~30% reduction in bone-volume fraction. Notably, this protection was sex-specific, as male LSD1cKO mice showed no significant resistance to LIP-induced bone loss, mirroring our prior physiological findings [18]. To the best of our knowledge, this is the first report of a sex-specific resistance to LIP-induced bone loss. To extend these observations to an independent inflammatory context, we employed the K/BxN serum-transfer model of rheumatoid arthritis. Consistent with the LIP data, female LSD1cKO mice exhibited preserved trabecular bone volume and markedly fewer osteoclasts in the arthritic joints despite clinical scores and degrees of ankle swelling to comparable to those of LSD1WT mice. Together, these findings establish that LSD1 is essential for osteoclast-mediated bone resorption in response to inflammatory stimuli and suggest that LSD1 inhibition may offer a sex-specific therapeutic strategy for preventing skeletal damage in chronic inflammatory diseases such as periodontitis and rheumatoid arthritis.

The observed sex-specific phenotype raises important questions about the interaction between epigenetic regulation and sex hormones in osteoclast biology. Estrogen is a well-established modulator of bone turnover and inflammatory signaling, exerting suppressive effects on both osteoclast differentiation and cytokine production [30,31,32,33]. Prior studies have shown that estrogen-receptor signaling influences the transcriptional landscape of myeloid cells and modulates the expression of genes involved in osteoimmune responses [34,35]. It is plausible that in female mice, estrogen may synergize with LSD1 loss to amplify repression of osteoclastogenic programs, or, alternatively, that estrogen deficiency in males may blunt the impact of LSD1 deletion on inflammatory osteoclastogenesis. Additionally, LSD1 itself has been implicated in signaling pathways linked to sex-hormone receptors in other tissues, raising the possibility of a mechanistic link between epigenetic and hormonal regulation in osteoclast precursors [36,37,38]. Further investigation into how estrogen, androgen, and LSD1 signaling converge in bone-resorbing myeloid cells will be critical for understanding the basis of this sexual dimorphism and for translating LSD1-targeted therapies across sexes.

To elucidate the molecular pathways underlying the protective effects in LSD1cKO mice, we performed bulk RNA sequencing of mandibular-derived osteoclast precursors from LIP mice. 

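Of the 18 gene lists compared between LSD1cKO and LSD1WT mandibular preosteoclasts, 9 had an adjusted p under 0.05 in limma's camera, 8 of them up and 1 down. Under fry, and also with the estimated correlation, 1 of the 18 did, and it was the lipid heat map of Fig. 6A in both cases. In the fit of the 4 mandible libraries alone, fry called 13 lists and the estimated correlation called 0. The study chose the lists of Figs. 3A and 6A and the qRT-PCR genes from these or related samples, so their tests are not independent evidence. The genes measured by qRT-PCR in Figs. 3, 5 and 6 (14 tested of 15, with 5 shared with Fig. 3A and 5 with Fig. 6A) were all higher in LSD1cKO, with a median log2 fold change of 1.99 and a camera adjusted p of 7.6e-11. Cholesterol synthesis genes (19 tested of 20) had a median log2 fold change of -0.09, with 7 higher and 12 lower and an adjusted p of 0.305 (limma's camera), and the median was -0.05 without ligated femur LSD1WT replicate 2. Proliferation genes (20) were all higher, by a median of 0.63 on the log2 scale, with an adjusted p of 7.1e-04 in limma's camera, 0.562 in fry and 0.567 with the estimated correlation.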

We noted significant enrichment of genes involved in inflammatory signaling, lipid transport, and metabolic adaptation, pathways known to shape immune-cell fate and function [39]. Notably, the upregulated genes included markers associated with M1-like proinflammatory macrophage polarization, such as members of the cytochrome P450 (*Cyp*), ATP-binding cassette transporter (*Abc*), and arachidonate lipoxygenase (*Alox*) gene families. These transcriptional signatures suggest that in the absence of LSD1, osteoclast precursors may be redirected toward a proinflammatory macrophage-like state rather than progressing along the osteoclast-differentiation trajectory. 

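Families were defined by symbol, and all tested members were counted whether or not they changed. The 17 tested Cyp genes had a median log2 fold change of 0.29 in mandibular LSD1cKO preosteoclasts, 9 higher and 8 lower. With genes at the limit of detection set to their bounds the median was 0.09. It leaned on single libraries and was 0.03 without LSD1WT replicate 3 and 0.16 without LSD1cKO replicate 2. The 35 tested Abc genes had a median of 0.14, 19 higher and 16 lower. The 5 tested Alox genes had a median of 1.43, 4 higher and 1 lower. As sets, the adjusted p was 0.146 for Cyp, 0.200 for Abc and 0.0035 for Alox (limma's camera, Benjamini-Hochberg over the 3 families). The Alox result also held under limma's fry (0.0020) and with the estimated correlation (0.0485). That correlation was -0.193 for the Alox genes, so this last test made no allowance for genes that move together. The study named these families from these or related samples, and 2 of the 5 Alox genes (Alox5 and Alox15) are on its heat map of the mandible libraries, so the family tests are not independent evidence. In the fit of the 4 mandible libraries alone, the adjusted p for Alox was 0.0157 in limma's camera, 0.0266 in fry and 0.524 with the estimated correlation, and for Cyp it was 0.277, 0.0207 and 0.543. The medians kept these directions under edgeR's RLE and upper-quartile scaling.
Over all genes tested, 0 members of these families had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p under 0.05 there were 1 Cyp, 5 Abc and 2 Alox genes. The fit of the 4 mandible libraries alone gave other numbers. There, 6 Cyp genes were higher and 1 lower, 14 Abc genes were higher and 8 lower, and 3 Alox genes were higher and 0 lower. Against the 2770 higher genes of that fit among all those tested, Fisher's exact test (two-sided) gave an unadjusted p of 0.103 for Cyp, 0.0028 for Abc and 0.0434 for Alox.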

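M1-like macrophage markers (15 tested of 18, of which 2 are also in Fig. 3A and 1 is in the interferon response list) had a median log2 fold change of 1.43 in mandibular LSD1cKO preosteoclasts, 14 higher and 1 lower. With genes at the limit of detection set to their bounds the median was 0.99, and without LSD1cKO replicate 2 it was 1.05. The set had an adjusted p of 3.8e-06 (limma's camera), 0.124 under fry and 0.184 with the estimated correlation. Over all genes, 0 of its members had an adjusted p under 0.05, 6 had an unadjusted p under 0.05, and 1 was under 0.05 when adjusted over the list alone (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cd86 (ENSMUSG00000022901) rose from 4.11 ± 0.0466 CPM (SD, n = 2) to 16.2 ± 0.0335 CPM (SD, n = 2), a log2 fold change of 1.98 (standard error 0.65). Its adjusted p was 0.0194 without ligated femur LSD1WT replicate 1 and 0.0217 without replicate 2 (edgeR's quasi-likelihood test). M2-like markers (14 tested of 16) had a median of 0.70, 9 higher and 5 lower, with an adjusted p of 0.557 (limma's camera).
Osteoclast genes (20 tested of 20) were all lower in both mandible LSD1cKO libraries than in both LSD1WT libraries, with a median log2 fold change of -0.68. The adjusted p of the set was 0.0659 (limma's camera), 0.812 under fry and 0.732 with the estimated correlation. In the fit of all 12 libraries 0 of the genes had an unadjusted p under 0.05, and in the fit of the 4 mandible libraries all 20 had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Nfatc1 (ENSMUSG00000033016) was at 995 ± 0.198 CPM (SD, n = 2) in LSD1WT and 654 ± 42.7 CPM (SD, n = 2) in LSD1cKO, a log2 fold change of -0.61 (standard error 1.06). Acp5 (ENSMUSG00000001348) was at 4836 ± 5.73 CPM (SD, n = 2) in LSD1WT and 2999.7 ± 55.2 CPM (SD, n = 2) in LSD1cKO, and Ctsk (ENSMUSG00000028111) at 7206 ± 103 CPM (SD, n = 2) and 3997 ± 465 CPM (SD, n = 2). The log2 fold changes were -0.69 for Acp5, -0.85 for Ctsk and -0.72 for Dcstamp.

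**Figure D1:**
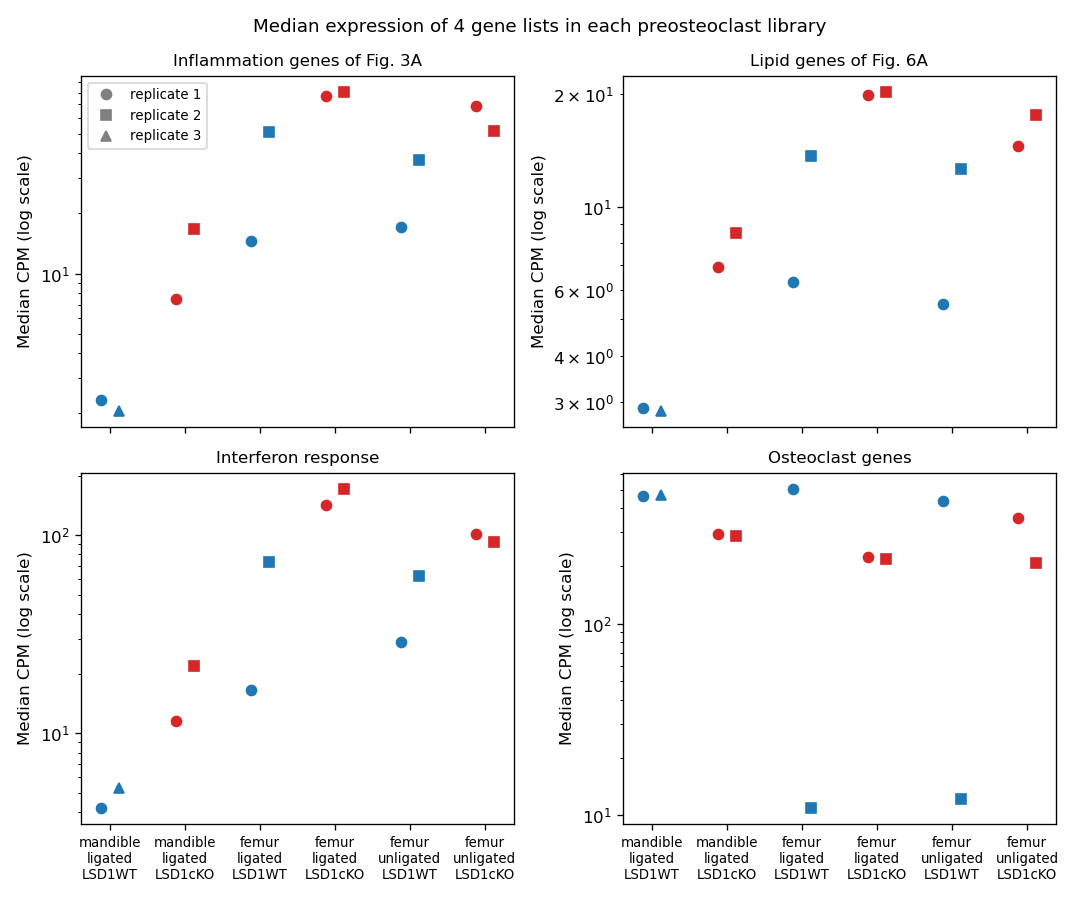
Median CPM (log axis) of the inflammation genes of Fig. 3A, the lipid genes of Fig. 6A, the interferon response genes and the osteoclast genes in each of the 12 libraries, grouped along the x axis by the 6 conditions. Blue points are LSD1WT and red points LSD1cKO, and circles, squares and triangles are replicates 1, 2 and 3. In the osteoclast panel, femur LSD1WT replicate 2 sits at 10.9 CPM (ligated) and 12.2 CPM (unligated), and replicate 1 at 505 and 436 CPM.

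Among the genes raised in LSD1cKO the paper counts markers linked to M1-like macrophages, with Cyp, Abc and Alox genes as examples. From their increase it proposes that precursors without LSD1 turn toward a proinflammatory, macrophage-like state and away from osteoclast differentiation.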

Given that lipid metabolism and inflammatory signaling are tightly coupled in macrophage biology, our findings raise the possibility that LSD1 serves as a chromatin-based switch that represses myeloid inflammatory programs while enabling osteoclastogenic gene expression. Future investigations are warranted to determine whether LSD1 directly represses these inflammatory circuits or acts via secondary regulators. Moreover, studies examining cytokine secretion and functional polarization of LSD1-deficient monocytes will provide critical insights into how lineage bifurcation is epigenetically enforced in the bone microenvironment during inflammation.

In addition to upregulation of IFN-β signaling and lipid metabolism and transport, LSD1cKO preosteoclasts from both mandibular and femoral origins also exhibited elevated expression of key immune-metabolic regulators including *Acod1*, *Nlrp3*, and *Hif1a*. These genes are functionally linked to inflammatory osteoclastogenesis and immune-cell reprogramming. *Acod1* encodes the mitochondrial enzyme aconitate decarboxylase, which produces the anti-inflammatory metabolite itaconate—a molecule that restrains osteoclast differentiation and mediates responses to metabolic stress [28,40,41,42]. NLRP3, a core component of the inflammasome, is critical for IL-1β processing and osteoclast activation. Mice lacking *Nlrp3* exhibit diminished bone resorption and osteoclast numbers in LIP, implicating it as a central mediator of inflammatory bone loss [43]. *HIF1a*, which encodes the oxygen-sensitive transcription factor HIF-1α, has been shown to promote osteoclast differentiation under hypoxic or inflammatory conditions, and its deletion protects against periodontal bone loss [44]. Our data demonstrate coordinated upregulation of these genes in LSD1-deficient preosteoclasts, suggesting that LSD1 normally constrains a transcriptional axis that integrates innate immunity, metabolic adaptation, and osteoclastogenic potential. While it remains to be determined whether these targets are directly regulated by LSD1 at the chromatin level, their consistent elevation across skeletal sites and inflammatory models underscores the broader role of LSD1 as a transcriptional gatekeeper in the osteoimmune interface.

The role of LSD1 in osteoclastogenesis may also intersect with emerging paradigms in innate immune memory, particularly in the context of “trained innate immunity”—a process by which innate immune cells undergo long-lasting epigenetic reprogramming in response to microbial or inflammatory stimuli. While trained innate immunity is protective against infections and tumors, its maladaptive activation has been implicated in chronic inflammatory diseases, including periodontitis and rheumatoid arthritis. A recent study by Li et al. demonstrated that maladaptive trained innate immunity contributes to shared inflammatory comorbidities, such as periodontitis and arthritis, by expanding pathogenic myeloid populations with epigenetically primed phenotypes. Notably, LSD1 (KDM1A) expression was found to be upregulated, implicating it in the chromatin-remodeling events that mediate trained innate responses. Although traditionally viewed as a mediator of histone demethylation during lineage commitment, our findings suggest that LSD1 may also regulate the durability and specificity of inflammatory memory in osteoclast precursors. Given recent evidence that osteoclasts themselves can undergo innate immune training, it is plausible that LSD1 serves as a molecular fulcrum controlling whether inflammatory signals are transiently integrated or epigenetically embedded in the osteoclast lineage. Future studies will be essential to dissect how LSD1 coordinates gene silencing versus activation during successive inflammatory insults and whether targeting LSD1 activity using FDA approved inhibitors can reverse maladaptive osteoimmune memory in the context of chronic disease.

## 5. Conclusions

Our findings establish LSD1 as a pivotal epigenetic regulator of osteoclastogenesis under inflammatory conditions. By repressing anti-osteoclastogenic pathways and facilitating inflammatory-lineage commitment, LSD1 plays a central role in mediating pathological bone loss. Targeting LSD1 may thus offer a novel therapeutic strategy to mitigate pathological bone loss in chronic inflammatory diseases without compromising physiological bone turnover. Importantly, the observed sex-specific protection in LSD1-deficient mice suggests a potential interaction between epigenetic and hormonal signaling pathways. Our ongoing work are aimed at identifying the direct transcriptional targets of LSD1, elucidating its role in epigenetic memory formation within osteoclast precursors, and uncovering the mechanistic basis of its sex-dependent effects on osteoclast differentiation and bone homeostasis.

## Figures and Tables

**Figure 1:**
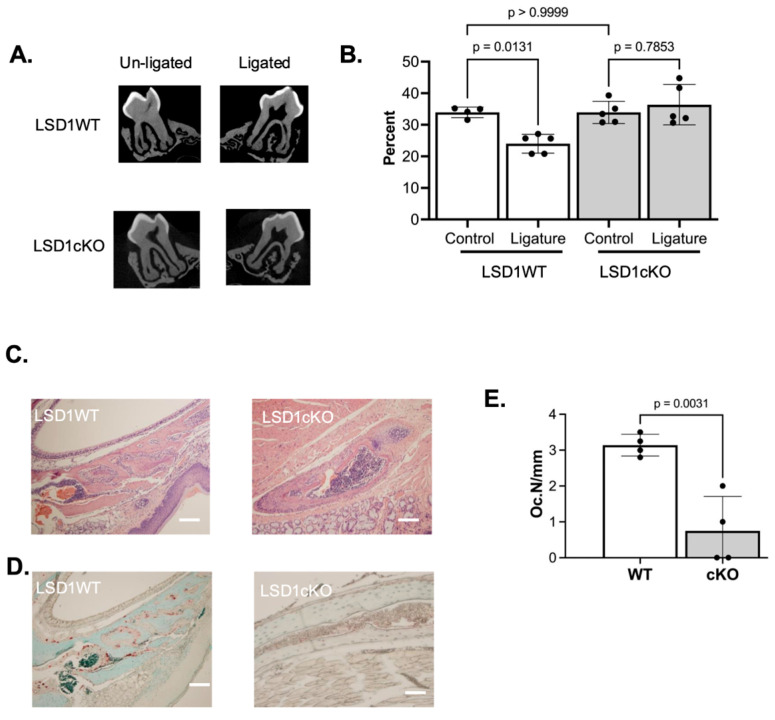
Female LSD1cKO mice are resistant to LIP-induced alveolar bone loss. (**A**) Representative micro-CT image. (**B**) Bone volume relative to total volume (%) in control and LIP-induced periodontitis in female LSD1WT (n = 4) and LSD1cKO mice (n = 5). Samples were compared using one-way ANOVA followed by Tukey’s post-hoc test. (**C**) Representative image of 20× H and E-stained maxillae. (**D**) Representative 20× TRAP-stained maxillae. (**E**) Number of osteoclasts per mm. Scale bar = 1 mm. Numbers of osteoclasts were compared using Student’s *t*-test.

**Figure 2:**
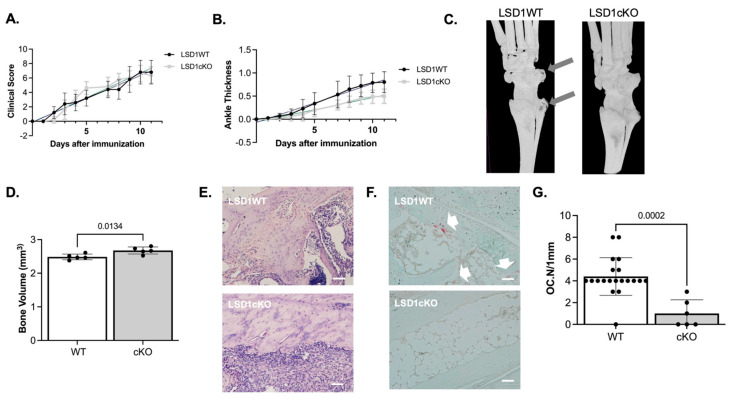
Arthritis-induced osteoclast differentiation is minimal in female LSD1cKO mice. K/BxN-serum-transferred arthritis in female LSD1WT (n = 5) and LSD1cKO (n = 5) mice. LSD1WT mice are represented by the black circles, and LSD1cKO mice are represented by gray squares. (**A**) Clinical score and (**B**) ankle thickness. Samples were compared using a paired Student’s *t*-test. (**C**) Representative micro-CT images. Gray arrows indicate areas of bone erosion. (**D**) Bone volumes of LSD1WT (n = 5) and LSD1cKO (n = 5) mice. (**E**) 20× representative H and E and (**F**) 20× TRAP images and (**G**) number of osteoclasts per mm of bone. White arrows indicate TRAP-positive cells. Scale bar = 1 mm. Bone volumes and numbers of osteoclasts were compared using Student’s *t*-test.

**Figure 3:**
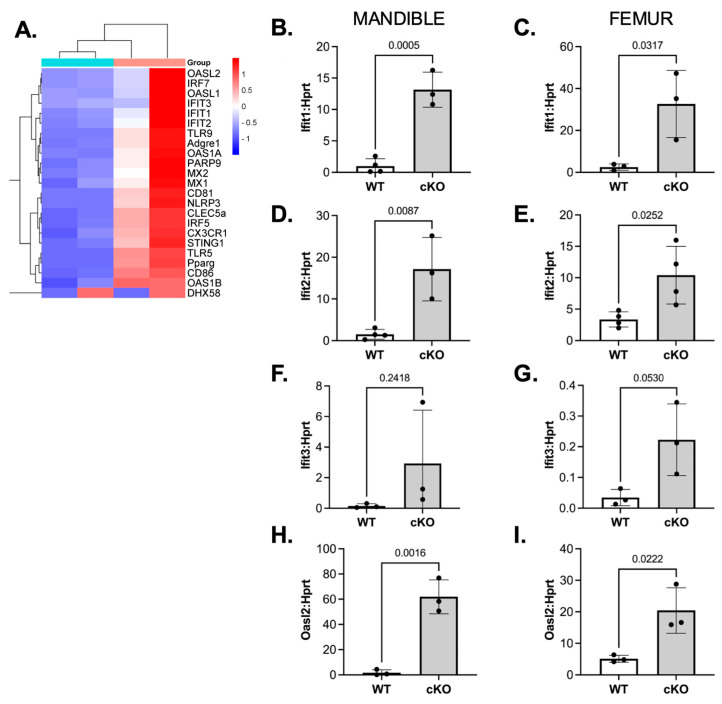
LSD1cKO mice have increased expression of inflammatory genes in osteoclasts from ligated mice. (**A**) Heat map of inflammation-related genes. LSD1WT = green tissue-cluster heading and LSD1cKO = pink tissue-cluster heading. (**B**–**I**) Mandibular and femur-derived bone-marrow cells were isolated from female LSD1WT and LSD1cKO mice. Bone-marrow cells were cultured in M-CSF and RANKL for 2 days. RNA was isolated, and qRT-PCR was performed to analyze gene expression. Verification of upregulated genes: (**B**,**C**) is *Ifit1*, (**D**,**E**) is *Ifit2*, (**F**,**G**) is *Ifit3*, and (**H**,**I**) is *Oasl2*. (**B**,**D**,**F**,**H**) are from mandibular-derived preosteoclasts, and (**C**,**E**,**G**,**I**) are from femur-derived preosteoclasts.

**Figure 4:**
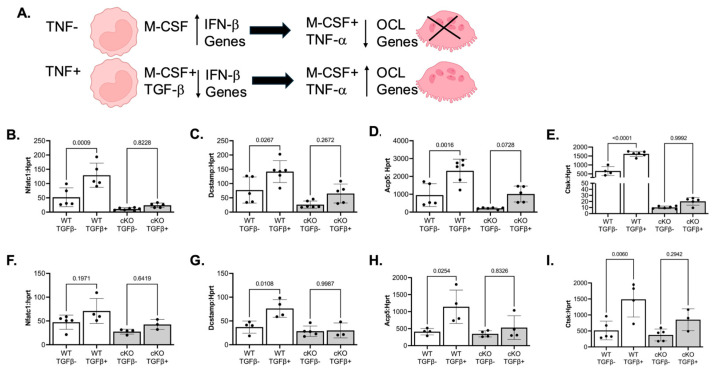
LSD1 expression in the femur and mandible is necessary for TNF-induced osteoclast gene expression. (**A**) Mechanistic model by which TNF and TGF-β induce osteoclast precursors to differentiate based on the model published by Xia et al. [12]. (**B**–**E**) qRT-PCR of osteoclast genes from femur-derived osteoclasts; (**F**–**I**) qRT-PCR of osteoclast genes from mandibular-derived osteoclasts. Data shown are from at least three independent experiments. Data are graphed relative to *Hprt.* Samples were compared using one-way ANOVA followed by Tukey’s post-hoc test.

**Figure 5:**
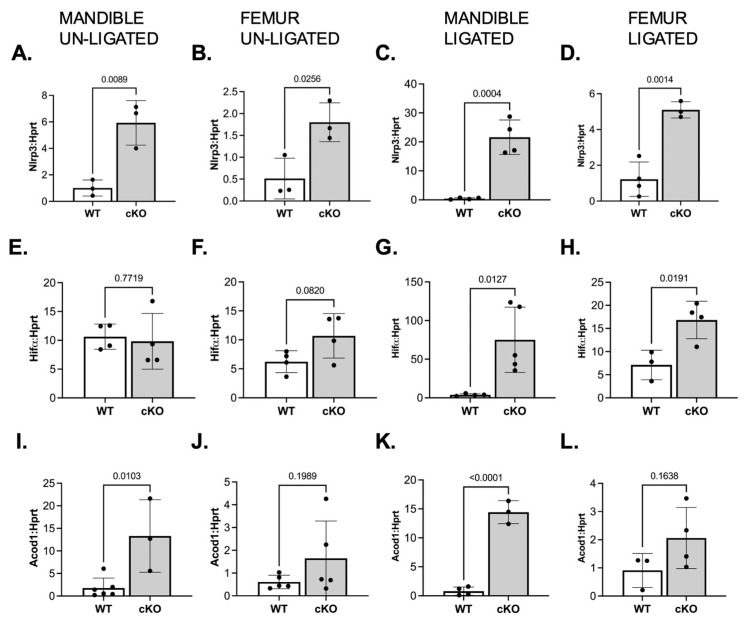
Unligated and ligated LSD1cKO mice have upregulated expression of inflammatory genes. RNA was isolated from mandibular and femur-derived osteoclasts isolated from female LSD1WT and LSD1cKO mice that remained unligated or that had been ligated for 7 days. Bone-marrow cells were incubated with M-CSF and RANKL for 2 days. qRT-PCR was performed to analyze gene expression. (**A**–**D**) is *Nlrp3*, (**E**–**H**) is *Hif1a*, and (**I**–**L**) is *Acod1*. Graphs (**A**,**C**,**E**,**G**,**I**,**K**) represent mandibular-derived preosteoclasts, and graphs (**B**,**D**,**F**,**H**,**J**,**L**) represent femur-derived preosteoclasts. (**A**,**B**,**E**,**F**,**I**,**J**) represent cells isolated from unligated mice, and (**C**,**D**,**G**,**H**,**K**,**L**) represent cells isolated from ligated mice. Data shown are from at least three independent experiments. Data are graphed relative to *Hprt.* Samples were compared using an unpaired Student’s *t*-test.

**Figure 6:**
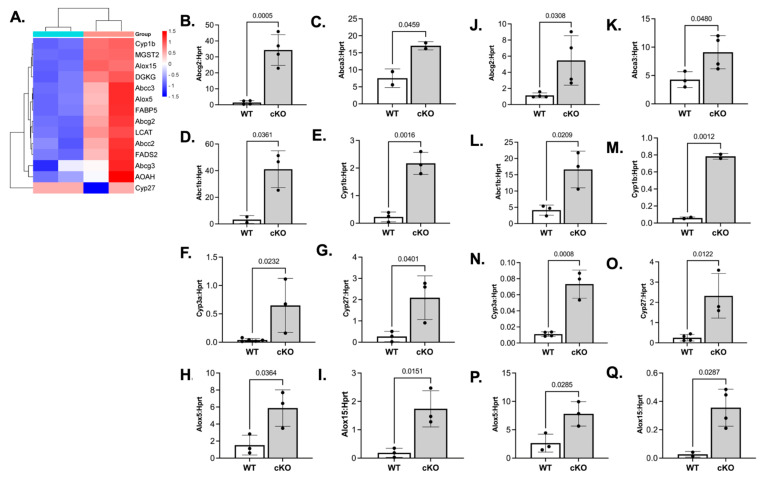
LSD1cKO mice have increased expression of genes associated with lipid metabolism and transport in preosteoclasts from ligated mice. (**A**) Heat map of genes associated with lipid metabolism and transport. LSD1WT = green tissue-cluster heading and LSD1cKO = pink tissue-cluster heading. (**B**–**Q**) RNA was isolated from mandibular or femur-derived preosteoclasts that had been incubated in M-CSF and RANKL for 2 days. Mandibular and femur-derived bone-marrow cells were isolated from female LSD1WT and LSD1cKO mice. qRT-PCR was performed to analyze gene expression. Verification of upregulated genes: (**B**,**J**) is *Abcg2*, (**C**,**K**) is *Abca3*, (**D**,**L**) is *Abc1b*, (**E**,**M**) is *Cyp1b*, (**F**,**N**) is *Cyp3a*, (**G**,**O**) is *Cyp27*, (**K**,**P**) is *Alox5*, and (**I**,**Q**) is *Alox15*. Graphs (**B**–**I**) represent mandibular preosteoclasts, and graphs (**J**–**Q**) represent femur-derived preosteoclasts. Data shown are from at least three independent experiments. Data are graphed relative to *Hprt.* Samples were compared using an unpaired Student’s *t*-test.

**Table 1:** Sources of mice and genotyping primers.

Mouse Model	Source and Catalog Number	Providing Laboratory
LSD1 floxed	Jackson Labs 023969	Dr. Stuart Orkin
LysM-Cre	Jackson Labs 026861	none
C57Bl/6J	Jackson Labs 000664	none
**Genotyping primers**		
*LSD1*	F:GCTGGATTGAGTTGGTTGTG	
	R:CTGCTCCTGAAAGACCTGCT	
*LysM-Cre*	F:TCCAATTTACTGACCGTACACCAA	
	R:CCTGATCCTGGCAATTTCGGCTA	

**Table 2:** RT-qPCR primers.

Gene	5′–3′ Primer
*Cyp1b*	F: GCCACTATTACGGACATCTTCGG R: ACAACCTGGTCCAACTCAGCCT
*Cyp27*	F: TCAGGAGACCATCGGCACCTT R: CCAGTCACTTCCTTGTGCAAGG
*Cyp39*	F: ATCCAAAAGATGGCTCCTGGC R: TGTTTCCGTCTCCACCACTTCC
*Abcg2*	F: CAGTTCTCAGCAGCTCTTCGA R: TCCTCCAGAGATGCCACGGAT
*Abcg3*	F: CTTCATGGACGAAGCTGACCTG R: GTGCGGTTCTTTTACCAGCGTC
*Alox5*	F: TCTTCCTGGCACGACTTTGCTG R: GCAGCCATTCAGGAACTGGTAG
*Alox15*	F: GACACTTGGTGGCTGAGGTCTT R: TCTCTGAGATCAGGTCGCTCCT
*Ifit1*	F: CAACTGAGGACATCCCGAAACA R: ATGTGGGCCTCAGTTTCAAAGT
*Ifit2*	F: AGTACAACGAGTAAGGAGTCACT R: AGGCCAGTATGTTGCACATGG
*Ifit3*	F: TGAGGAAGGGTGGACACAAC R: ACATCGCAATTGCCAGTCCA
*Oasl2*	F: AGGGGACAACCCTGAACCA R: TAGGCCAGGCTTCTGCTACA
*Nlrp3*	F: TCACAACTCGCCCAAGGAGGAA R: AAGAGACCACGGCAGAAGCTAG
*Acod1*	F: GGCACAGAAGTGTTCCATAAAGT R: GAGGCAGGGCTTCCGATA
*Hif1a*	F: CCTGCACTGAATCAAGAGGTTGC R: CCATCAGAAGGACTTGCTGGCT

## Data Availability

Bulk RNA SEQ data is available in NCBI Geo GSE299905. RAW PCR data from gene expression is available upon request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells14141111/s1. Figure S1: Male LSD1cKO mice have bone loss associated with LIP. (A) Representative micro-CT image (B) bone volume percentage relative to total volume in control and ligature induced periodontitis male LSD1WT (n = 6) and LSD1cKO mice (n = 5). Samples were compared using one-way ANOVA followed by Tukey post-hoc test. (C) Representative image of 20× H and E-stained maxillae (D) Representative 20× TRAP-stained maxillae (E) number of osteoclasts per mm. Scale bar = 1 mm Number of osteoclasts were compared using Student’s *t*-test.

# Supplementary material for: Female Mice Lacking LSD1 in Myeloid Cells Are Resistant to Inflammatory Bone Loss
**Source:** Cells. 2025 Jul 19;14(14):1111. doi: 10.3390/cells14141111
**Supplement:** Supplementary file 1

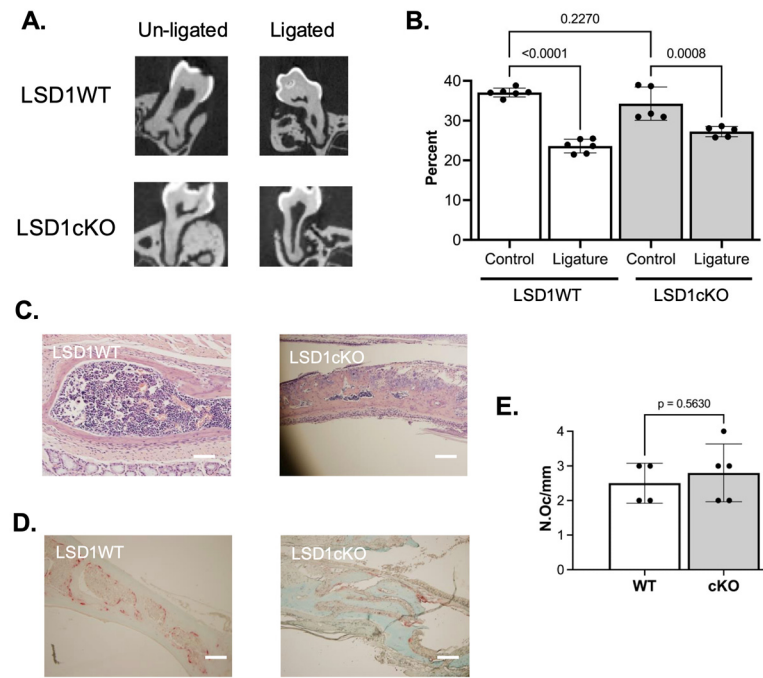

**Figure S1. Male LSD1cKO mice have bone loss associated with LIP.** (A) Representative micro-CT image (B) bone volume percentage relative to total volume in control and ligature induced periodontitis male LSD1WT (n = 6) and LSD1cKO mice (n = 5). Samples were compared using one-way ANOVA followed by Tukey post-hoc test. (C) Representative image of 20 × H and E-stained maxillae (D) Representative 20× TRAP-stained maxillae (E) number of osteoclasts per mm. Scale bar = 1 mm Number of osteoclasts were compared using Student's *t*-test.

How the deposited data were processed for this re-analysis (not part of the article)

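Gene expression was measured in preosteoclasts grown from bone marrow of female LSD1WT and LSD1cKO mice. The 12 libraries form 6 conditions with 2 libraries each, which are mandible of ligated mice, femur of ligated mice and femur of unligated mice for each genotype. They come from 9 mice, 3 of which gave a mandible and a femur library (1 LSD1WT and 2 LSD1cKO, by the sample labels). The differences between the 2 LSD1cKO mice correlated at 0.026 between the sites. Each library was assigned to its condition by its title, which for 1 mandible LSD1WT library conflicts with the library name.
The values analysed are read counts for each gene in each library as the authors deposited them. The authors made them by counting sequencing reads of polyA RNA on Ensembl mouse genes, and they applied no normalization, scaling or filter to the 57010 genes listed. This was read from the values, which are whole numbers from 0 upwards with a different total in each library, and from the column headings of the deposited counts. The paper's text names no aligner, counting tool, genome build or threshold for differential expression, and refers to an earlier publication for its RNA-seq methods. Total counts per library had a median of 26364586 and ran from 21375805 to 32526751. A count of 0 was taken to allow up to 3 counts. Fold changes against a group with 3 counts or fewer in both libraries are given against a floor of 3 counts. They are lower bounds only where the counts were 0. The same floor sets the bounds used in list medians. Such limits cover counting error only.
Counts were analysed in R 4.3.3. In edgeR 4.0.16, genes were kept with filterByExpr (15425 genes), libraries were scaled with the TMM method, and CPM values were computed from the scaled library sizes, with a prior count of 2 for log2 CPM. A quasi-likelihood model with 1 coefficient for each of the 6 conditions was fitted to the 12 libraries. LSD1cKO was compared with LSD1WT in each of the 3 cultures. The difference of the genotype effect between mandible and femur, and between ligated and unligated femur, was tested as an interaction. Mandible was compared with femur in LSD1WT, and ligated with unligated femur in each genotype. A model with the culture and the genotype as terms gave the LSD1cKO effect over the 3 cultures, with 6 libraries per genotype. P values were adjusted by the Benjamini-Hochberg method and held to 0.05. SD values are between the 2 libraries of a condition, or the 6 of a genotype.
Gene lists were tested with camera in limma 3.58.1 on log2 CPM, two-sided, with a preset correlation of 0.01 between genes, adjusted over 18 lists in each comparison. The lists are the genes named on the heat maps of Figs. 3A and 6A, the genes measured by qRT-PCR in Figs. 3, 5 and 6, interferon response genes, osteoclast genes, M1-like and M2-like macrophage markers, cholesterol synthesis genes and proliferation genes. The other lists hold markers of neutrophils, B cells, T and NK cells, erythroid cells, mast cells, dendritic cells, megakaryocytes, stromal cells, and stem and progenitor cells. The first 3 lists are the study's own, and the genes on them were chosen from these or related samples. The others were written from general knowledge. Cyp, Abc and Alox families were defined by symbol, and pseudogenes were left out. The genes named in the text are those of the study's lists, the osteoclast genes Nfatc1, Dcstamp, Acp5 and Ctsk, the sex and label check genes (Kdm1a, Lyz2, Xist, Ddx3y, Eif2s3y, Kdm5d and Uty), and the genes with the most extreme changes past the threshold in the mandible or in an interaction. No gene qualified for the last group. Other genes that are named were chosen after their values were seen, and the text says so.
These comparisons, lists and naming rules and most of the alternatives were set before the data were examined. The alternatives were DESeq2 1.42.0, the RLE and upper-quartile scalings of edgeR, no filter beyond 1 count in any library, a filter at a mean of 10 counts, a log2 fold change of at least 1 in size, and each library left out in turn. Further ones were the library with conflicting labels as femur, the libraries of the compared conditions alone, a replicate or mouse block, limma voom with the mouse as a random block, fry, and a correlation estimated for each list. Summing the 2 mandible LSD1WT libraries into 1, testing the lists in the libraries of the compared conditions alone, and a block for the replicate number across ligature were chosen after seeing the data. Both models were tested on simulated counts with known changes. Gene length and GC content for a bias check came from GENCODE release vM21 and were joined by Ensembl identifier. The qRT-PCR, micro-CT, histology and arthritis measurements of the paper were not analysed here, and the DAVID annotation was not used here.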

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

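The comparisons and gene lists in this part were set before the data were examined. Among the tests of explanations, those of GC content and gene length and of the most abundant genes were set out before their results were seen. So were those of reads shared between Sirpb1 and between Ly6 paralogs. All other tests of explanations were chosen only after the result was seen, though some reuse alternatives set beforehand.

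The comparison of LSD1cKO with LSD1WT over the 3 cultures gave a signal in genes the paper does not discuss. It had 544 genes with an adjusted p under 0.05, 462 higher and 82 lower in LSD1cKO, and 2479 at an unadjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of these, 529 are not among the genes the study names, 448 higher and 81 lower. Over all genes tested, 306 were higher and 123 lower in every LSD1cKO library than in every LSD1WT library, and 227 and 37 of the 544 did so. For 12 independent libraries chance gives 0.216% of genes in both directions together. These libraries come from 9 mice in 3 cultures, so that share is only a guide. In simulated counts with the gene dispersions of the 12 libraries, the same in every library, this comparison recovered 86% of 200 genes changed 4-fold. It called 5 other genes. Of 100 splits of the libraries into groups of 6 within the cultures, drawn from 108, only the real 1 gave as many genes, and the most that another split gave was 4 (median 0). After each library was corrected for its trend with GC content and length there were 819 genes, 458 higher and 361 lower, with 506 shared with the 541 changed genes that have a length and GC value. The trend explained at most 11.4% of the deviations of a library, and the correction moved log2 fold changes by a median of 0.102. Without the 21 most abundant genes the count was 574, with 523 shared. The tables therefore argue against the grouping of libraries, GC and length trends and a few abundant genes as the whole source of the signal. The number was 382 in limma voom with the mouse as a random block, 306 with the 2 mandible LSD1WT libraries summed and 74 with a replicate block. It also leaned on single libraries. It was 279 without ligated femur LSD1cKO replicate 1, 285 without ligated femur LSD1cKO replicate 2, 286 and 297 without mandible LSD1WT replicates 3 and 1, and 328 without mandible LSD1cKO replicate 2. The loss of LSD1 may account for the signal. A strain variant near the deleted gene was not examined, since counts hold no sequence.

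The 5 genes outside the study's lists with the smallest p in this comparison were chosen after their values were seen. Bst1 (ENSMUSG00000029082) was at 5.53 ± 1.98 CPM (SD, n = 6) in LSD1WT and 53.1 ± 14.7 CPM (SD, n = 6) in LSD1cKO, a log2 fold change of 3.25. Sirpb1c had a log2 fold change of 3.42, from 3.65 ± 2.22 to 40.6 ± 23.1 CPM (SD, n = 6). Spn had a log2 fold change of 2.46, from 27.8 ± 4.34 to 153 ± 24.0 CPM (SD, n = 6). Ly6a had a log2 fold change of 4.78, from 5.97 ± 3.90 to 157 ± 76.0 CPM (SD, n = 6). Sirpb1a had a log2 fold change of 3.21, from 1.50 ± 0.737 to 14.7 ± 8.16 CPM (SD, n = 6). Each was higher in 6 of 6 LSD1cKO libraries than in every LSD1WT library. The adjusted p was 3.6e-05 for the first 4 genes and 1.1e-04 for Sirpb1a (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Reads moved between paralogs would leave their sum unchanged, but the summed CPM of Sirpb1a, Sirpb1b and Sirpb1c was 9.05 to 10.4 times as high in LSD1cKO in the 3 cultures, and that of 9 Ly6 genes was 4.74 to 4.83 times as high. More neutrophils would raise their markers in proportion. The summed CPM of the neutrophil list (17 of its 20 genes were tested) was 1.04 times as high in mandible LSD1cKO, 1.17 times in ligated and 1.27 times in unligated femur, and that of S100a9, an abundant neutrophil gene, was 1.00, 1.63 and 1.63 times as high. These values argue against shared reads, and against more neutrophils as the whole source. A smaller rise of neutrophil markers stays open. Across the alternatives the median log2 fold change of the list over the 3 cultures ran from 0.19 to 0.54. Its adjusted p there ran from 0.0248 to 0.492 (limma's set tests). More stem and progenitor cells could raise Ly6a. Kit, on the stem and progenitor list, was 1.21, 2.34 and 2.25 times as high in the 3 cultures. Its femur ratios leaned on LSD1WT replicate 2, at 0.770 CPM with ligature and 0.456 CPM without. LSD1WT replicate 1 was at 2.07 and 2.60 CPM, and LSD1cKO at 3.26 and 3.38 CPM with ligature and 4.45 and 2.42 CPM without. The 11 tested genes of that list other than Ly6a had a median log2 fold change of 0.52, 7 higher and 4 lower. Of these, Gfi1b had a log2 fold change of 4.15 (adjusted p 0.0106, edgeR's quasi-likelihood test) and Cd34 one of 0.97 (adjusted p 0.474, edgeR's quasi-likelihood test), with 2.99 in the mandible, 0.46 in ligated and -0.38 in unligated femur. Both were chosen after their values were seen. Gfi1b goes with this explanation, and so does Cd34 in the mandible. In the ligated femur Cd34 was slightly higher in LSD1cKO (7.58 and 9.86 CPM) than in LSD1WT (6.53 and 6.11 CPM). In the unligated femur its sign rested on LSD1WT replicate 2, at 33.2 CPM. There LSD1WT replicate 1 was at 6.26 CPM and the LSD1cKO libraries at 16.4 and 14.0 CPM. The genes of this test were widened after a first result, and members in both directions keep this explanation open. An effect of LSD1 on these genes within the same cells also stays open, as untested.

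The LSD1cKO effect differed between mandible and ligated femur for 6 of the 18 gene lists when the difference itself was tested (limma's camera, adjusted p). The median difference of log2 fold changes, mandible minus femur, was -0.58 for osteoclast genes (1.9e-05), -0.0865 for interferon response genes (2.7e-06) and -0.59 for neutrophil markers (0.0432). It was 0.74 for cholesterol synthesis (4.9e-05), 1.07 for proliferation (3.9e-07) and -0.56 for dendritic cell markers (0.0025). No single gene differed (0 genes with an adjusted p under 0.05, 149 at an unadjusted p under 0.05, edgeR's quasi-likelihood test). In a fit of the ligated libraries with the mouse as a block, 499 genes did, 240 higher and 259 lower, with 0 shared, and only 1 LSD1WT mouse in that fit gave both sites. Femur LSD1WT replicates 1 and 2 are a candidate source. Without replicate 2 the osteoclast median was 0.29 and without replicate 1 it was -7.59. For interferon genes it was -1.50 and 0.46, and for neutrophil markers -1.24 and -0.05. In these 3 lists at most 8.51% of the median was left without the femur LSD1WT library that lowered it most. The interferon median also moved with mandible libraries. It was 0.19 without LSD1cKO replicate 1, -0.75 without LSD1cKO replicate 2 and -0.23 without LSD1WT replicate 1. A single mandible library is therefore a candidate source for the interferon list as well. In the other 3 lists at least 59.9% was left, which argues against a single femur LSD1WT library there. Without replicates 1 and 2 the medians were 0.97 and 0.45 for cholesterol synthesis, 0.79 and 1.38 for proliferation, and -0.89 and -0.91 for dendritic cells. Correlation between the genes of a list is a further candidate source for all 6. None was under 0.05 with limma's fry (adjusted p from 0.907 to 0.919) or with the estimated correlation (lowest adjusted p 0.662). A biological difference between the sites stays open.

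The LSD1cKO effect also differed between ligated and unligated femur for 4 lists (limma's camera, adjusted p). The median difference, ligated minus unligated, was 0.19 for the genes of Fig. 3A (0.0035), 0.28 for interferon response genes (1.2e-06), 0.48 for dendritic cell markers (0.0078) and -1.42 for stromal cell markers (0.0028). No single gene differed (0 genes, 53 at an unadjusted p under 0.05, edgeR's quasi-likelihood test). Without ligated femur LSD1WT replicates 1 and 2 the medians were -0.55 and 2.12 for Fig. 3A, -0.29 and 1.66 for interferon, 0.91 and 0.65 for dendritic cells, and -2.03 and 1.19 for stromal cells. Without unligated femur LSD1WT replicates 1 and 2 they were 0.57 and -0.44 for Fig. 3A, 0.50 and -0.03 for interferon, -0.79 and 0.94 for dendritic cells, and -6.35 and -1.05 for stromal cells. The unligated libraries were added to this test after a first result. At most -84.2% of the median was left in each of the 4 lists without the LSD1WT library that lowered it most. A single femur LSD1WT library is therefore a candidate source for all 4. For the genes of Fig. 3A a single LSD1cKO library is a candidate as well. Their median was 0.0247 without unligated femur LSD1cKO replicate 1 and 0.0571 without ligated femur LSD1cKO replicate 2. Correlation between genes is a further candidate source, since limma's fry gave an adjusted p of 0.986 and the estimated correlation 0.951 for each. An effect of the ligature on the femur stays open, as untested by other means.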

How the results depend on the processing

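The genes called in single cultures depended on the model and the filter. With DESeq2 in place of edgeR, 146 genes were called in the mandible (141 higher, 5 lower), 217 in the ligated femur (194 and 23) and 122 in the unligated femur (116 and 6), where edgeR called 0, 1 and 0 with 744, 1061 and 763 at an unadjusted p under 0.05. With no filter beyond 1 count in any library the numbers were 45 (43 and 2), 93 and 24. For both settings the cause was not tested. The fit of the mandible libraries alone called 5261 genes, and the same fit of the ligated femur called 0 (583 at an unadjusted p under 0.05). Their own estimates of the spread are the difference in construction. The 1 gene of the ligated femur, Kdm1a, was joined by others with RLE scaling (9 genes), the filter at a mean of 10 counts (10) and the library with conflicting labels as femur (16). It was lost when the 2 mandible LSD1WT libraries were summed, an alternative chosen after seeing the data (0 genes, 741 at an unadjusted p under 0.05). The cause was not tested for these 4. Upper-quartile scaling gave 0 genes in the mandible and in the unligated femur and 1 in the ligated femur, as in the fits they replaced.
Across fits that each left out 1 library, the mandible count was 0 to 25, with 19 and 25 without ligated femur LSD1WT replicates 1 and 2 and 2 without either unligated femur LSD1WT library (Bst1 and Cd34, chosen after their values were seen). The ligated femur count was 0 to 44, with 44 and 43 without unligated femur LSD1WT replicates 1 and 2 and 0 without a mandible or unligated LSD1cKO library. The unligated femur count was 0 to 13, with 13 without either ligated femur LSD1WT library. Where an arm was left with 1 library, which includes the mandible comparison with the conflicting library as femur or with the summed libraries, only fold changes were taken and no genes were counted.
Over the 3 cultures, RLE and upper-quartile scaling, the 2 other filters, limma voom with the mouse as a random block (correlation 0.519) and a log2 fold change of at least 1 in size gave 382 to 649 genes against 544. DESeq2 called 1248 genes (823 higher, 425 lower), among them the same 544. The library with conflicting labels as femur gave 312 genes (307 shared), and the summed libraries, chosen after seeing the data, gave 306 (306 shared). For these the cause was not tested. Leaving out 1 library gave 279 (without ligated femur LSD1cKO replicate 1) to 703 (without ligated femur LSD1WT replicate 2), and the cause was not tested.
A block for the replicate number called 74 genes over the 3 cultures (73 higher, 1 lower, 74 shared) and 0 in the ligated femur (403 at an unadjusted p under 0.05). Replicate differences correlated at -0.02 between the genotypes in the ligated femur, which gives no sign that the numbers pair the genotypes there. In the unligated femur they correlated at 0.22, so a pairing or a batch by number stays open there. A crossed pairing called 0 genes in each culture. This decides nothing in the unligated femur, where the fit without a block also called 0. Between ligated and unligated femur, where the same number stands for different mice, replicate differences correlated at 0.78 in LSD1WT and 0.22 in LSD1cKO. A replicate block across ligature within each genotype, chosen after seeing the data, called 0 genes for ligature in LSD1WT (506 at an unadjusted p under 0.05), 0 in LSD1cKO (772) and 0 for the ligature difference of the LSD1cKO effect (273). The first block gave log2 fold changes of the other sign than the fit without it for Abcb1b (0.0745), Cyp27a1 (0.64), Nfatc1 (0.54) and Dcstamp (3.35) in the ligated femur, and in the unligated femur for Abcb1b (0.24) and Ctsk (2.99). For it, mismatched pairs are a candidate cause in the ligated femur, and in the unligated femur this stays open.
The site difference of the LSD1cKO effect called 0 genes, 1 with DESeq2 (Ifi206, -3.67) and 499 with the mouse as a block, which compares sites within the 3 animals that gave both. Of these 1 is LSD1WT, so the LSD1WT side of that number rests on 1 mouse. Mandible against femur in LSD1WT called 0 genes (3051 at an unadjusted p under 0.05), 1190 with DESeq2 (122 higher, 1068 lower) and 821 with no filter (32 and 789). Ligature in LSD1WT femur called 0 (118 at an unadjusted p under 0.05), 2 with DESeq2 (Egr1, 4.58, and Dusp5, 2.17) and 1 with no filter (Egr1). In LSD1cKO femur it called 0 (148 likewise) and 1 with DESeq2 (Egr1, 3.30). Ifi206, Egr1 and Dusp5 were chosen after their values were seen. The cause was not tested. The ligature difference of the LSD1cKO effect called 0 genes in each setting run (53 at an unadjusted p under 0.05).
Gene lists kept their direction in the mandible under both scalings. The Fig. 3A set (1.98) lost its adjusted p under limma's fry (0.124) and the estimated correlation (0.184), and so did the Fig. 6A set in the ligated femur (0.74, with 0.0886 and 0.210). These tests allow for correlated genes. Across left-out libraries the Fig. 6A median in the mandible was 1.30 to 1.64. The mandible Cyp median (0.29) was 0.033 with the conflicting library as femur and 0.032 (without LSD1WT replicate 3) to 0.33 across left-out libraries. M2-like markers over the 3 cultures (-0.01) became 0.024 with upper-quartile scaling and 0.0585 with the filter at a mean of 10 counts. The Abc median in the unligated femur (-0.05) became 0.0041 with upper-quartile scaling, 0.45 without LSD1WT replicate 2 and 0.27 without LSD1cKO replicate 2. Upper-quartile scaling moved the median of all genes by 0.0426 over the 3 cultures and by 0.0553 in the unligated femur. Such a common shift is enough to turn the sign of both medians under that scaling. With the conflicting library as femur, the log2 fold changes in the ligated femur were 0.10 for Abcb1b and -0.37 for Ctsk. In the unligated femur that of Abcb1b (-0.06) was 0.036 with upper-quartile scaling and 5.4e-04 with no filter. The cause of the other changes was not tested. Among single genes and other lists, 3160 values in all settings stayed on their side, 90 were weaker, 67 stronger, 13 reversed and 74 moved. Depth limits genes at 3 counts or fewer, whose fold changes against the floor of 3 counts are approximate.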

Differences from the paper's values

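On the heat map in Fig. 3A, the paper's mean z-score of Dhx58 in LSD1cKO minus that in LSD1WT is about 0 (Fig. 3A, read by eye), and here it was 1.42. For Cyp27 the paper's value is about -1 (Fig. 6A, read by eye), and here it was 1.72 for Cyp27a1. With RLE scaling the values were 1.41 and 1.72, with upper-quartile scaling 1.43 and 1.72, with no filter 1.41 and 1.73, and with the filter at a mean of 10 counts 1.42 and 1.72, and none of these 4 alternatives, set before the data were examined, closed the gap for either gene. The other alternatives were not run for the z-scores. Read as Cyp27b1 in place of Cyp27a1, Cyp27 gave -1.26, from 1, 1, 0 and 1 counts in the 4 mandible libraries. This reading was tried after seeing the values.

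The paper reports differentially expressed genes between LSD1cKO and LSD1WT mandibular cells, where the fit of all 12 libraries called 0 genes (744 at an unadjusted p under 0.05). Settings that called genes were the fit of the 4 mandible libraries (5261 genes, among them 22 of the 23 genes of Fig. 3A, 13 of the 14 of Fig. 6A and 12 of the qRT-PCR genes), DESeq2 (146, among them Clec5a, Oasl1, Oasl2 and Tlr5 of Fig. 3A and Abcg2 of Fig. 6A), no filter (45, among them Clec5a), and the fits without ligated femur LSD1WT replicate 1 or 2 (19 and 25, among them Clec5a and Cd86). The fits without either unligated femur LSD1WT library called 2 (Bst1 and Cd34, chosen after their values were seen), outside these lists.

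The paper reports by qRT-PCR that Ifit1, Ifit2, Ifit3 and Oasl2 rose at both sites, with larger folds in the mandible. In the sequencing data the log2 fold change of Ifit3 was larger in the ligated femur, 2.35 against 1.68 in the mandible, and the other 3 were larger in the mandible. For Ifit1 the values, 2.63 and 2.60, differed by far less than their standard errors (0.92 and 0.84). The order rested on the femur LSD1WT libraries. Without replicate 2 the femur values were 4.78 for Ifit1, 4.38 for Ifit2, 4.40 for Ifit3 and 4.36 for Oasl2, all larger than in the mandible. Without replicate 1 they were 1.86, 1.55, 1.63 and 1.28, and all 4 were larger in the mandible, as the paper reports (Ifit3 1.69 there in that fit). Without mandible LSD1cKO replicate 2 the mandible values were 1.67, 1.86, 0.29 and 2.21. No gene of the 4 was called in either culture, and Oasl2 was called in the mandible with DESeq2. The fit of the 4 mandible libraries called Ifit1, Ifit2 and Oasl2.

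The paper graphs Nlrp3, Hif1a and Acod1 relative to Hprt, and the values here are not scaled to it. In the unligated femur Hprt had 2679 and 7188 counts in LSD1WT and 2596 and 5390 in LSD1cKO. Nlrp3 had 360 and 3069 counts there in LSD1WT and 1004 and 1038 in LSD1cKO. In the mandible Hprt was at 113 and 114 CPM in LSD1WT and 167 and 162 CPM in LSD1cKO. Relative to Hprt, sizes and signs could differ from those below. The paper reports that Nlrp3 rose in LSD1cKO without ligature in femur cells. Here its log2 fold change in the unligated femur was -0.93, and it was 1.46 without LSD1WT replicate 2, which left 1 library in that arm. In the ligated femur Nlrp3 was at 19.5 and 176 CPM in LSD1WT and at 53.95 and 53.52 CPM in LSD1cKO. Its log2 fold change there ran from -1.64 to 1.54 across the alternatives. The paper reports that Hif1a rose in LSD1cKO in both mandibular and femur cells after ligature. Here its log2 fold change was 0.16 in the mandible, with an adjusted p of 0.125 in the fit of the 4 mandible libraries (edgeR's quasi-likelihood test), and -0.26 in the ligated femur, or 0.31 without LSD1WT replicate 2. The paper reports that Acod1 stayed raised after ligature in the mandible and not in the femur. Here its log2 fold change was 2.35 in the ligated femur and 1.97 in the mandible, or 1.92 and 1.98 without femur LSD1WT replicate 1, and DESeq2 called it in the ligated and the unligated femur.

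The paper reports that lipid genes rose in LSD1cKO at both sites, generally more in the mandible. In the ligated femur Abcg2, Alox5 and Alox15 were higher in both LSD1cKO libraries than in both LSD1WT libraries, as the paper reports. The paper graphs its values relative to Hprt, and the values here are not scaled to it. Hprt was at 94.1 and 267 CPM in ligated femur LSD1WT and at 131 and 162 CPM in LSD1cKO. In the ligated femur the log2 fold changes were -0.85 for Abca3, -0.19 for Abcb1b, -0.80 for Cyp1b1 and -0.77 for Cyp27a1. Without femur LSD1WT replicate 2 they were 0.53, 1.07, 0.73 and 3.15. With the library of conflicting labels as femur, that of Abcb1b was 0.10, and with the replicate block it was 0.0745 and that of Cyp27a1 was 0.64. Cyp3a11 had 0 counts in all 12 libraries. DESeq2 called Abcg2 in the ligated femur.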

Other observations

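The comparisons and gene lists in this part were also set before the data were examined. Among the tests of explanations, that of the library with conflicting labels was set out before its result was seen. So was that of 1 femur library for the interferon difference between the sites. All other tests of explanations were chosen only after the result was seen, though some reuse alternatives set beforehand.

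The 2 mandible LSD1WT libraries had nearly the same counts. The sample labels give them to different mice. The excess of their differences over sampling noise was 1.42 times in genes with low counts and 1.61 times in genes with high counts. This is a rise of 1.14 times, whereas it rose between 6.97 and 19.2 times in the other 5 pairs. In the genes with the very highest counts, left out of these rises, the excess was 4.04 times. It was 144 to 3927 times there in the other 5 pairs. The excess was therefore nearly flat only below the very highest counts. That leaves 2 libraries made from 1 RNA or 1 culture as a candidate explanation. The larger excess at the very highest counts was not examined further. No biological explanation was tested, and which step was shared, if any, is not known.

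The library titled mandible but named femur was compared on 321 genes that separated mandible from femur in both LSD1cKO mice. It lay on the mandible side in 98.1% of them. The 4 femur LSD1WT libraries, which had no part in the choice of these genes, did so in 15.3% to 71.7%. The values argue against a femur culture.

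In the femur, osteoclast transcripts were scarce in LSD1WT replicate 2. Its median log2 difference from replicate 1 over the 20 osteoclast genes was -7.89 with ligature and -7.33 without. Both libraries lay apart from the others on the first axis of a multidimensional scaling plot (52.2% of the variance), at 4.21 and 3.91 against -1.79 to 0.23. A mislabelled LSD1cKO library would have low Kdm1a, but the lower of the 2 values was 68.4 CPM, where LSD1cKO libraries had 15.6 to 24.3 CPM. Fewer counts would lower all genes alike. The summed osteoclast counts were 1.46% and 2.34% of those in replicate 1, with total counts at 65.7% and 93.6%. Lymphoid, erythroid or mast cells in place of the cultured cells would bring their transcripts, and those lists made up at most 0.0744% of either library. A batch of all replicate 2 femur libraries would also lower the LSD1cKO replicates. With ligature they differed by a median of -0.15, which argues against it. Without ligature the median was -1.13, so a batch and the mice cannot be told apart there, with 1 library of each genotype and number. Little osteoclast differentiation in these 2 cultures is a candidate explanation. It predicts lower levels of 9 acid-secretion genes outside the osteoclast list, whose median was -1.94 with ligature and -1.76 without, 7 of 9 lower in each. That gene set was corrected to these 9 after a first result. Other macrophage genes went both ways from replicate 1 to replicate 2 and decide nothing for or against it. With and without ligature, Mrc1 rose from 69.7 to 2208 CPM and from 88.6 to 1958 CPM, Stab1 from 102 to 4307 CPM and from 150 to 4237 CPM, and Lyz2 from 3195 to 35330.1 CPM and from 5630 to 13829 CPM. Without ligature, Chil3 fell from 39.7 to 18.2 CPM, Egr2 from 4.85 to 1.62 CPM and Mgl2 from 1.57 to 0.207 CPM. With ligature they rose, Chil3 from 26.00 to 54.45 CPM, Egr2 from 9.25 to 11.39 CPM and Mgl2 from 1.52 to 4.05 CPM. All of these but Lyz2 were chosen after their values were seen. The M2-like markers as a list had medians of 1.22 and -7.7e-04. Proliferation genes moved apart, with medians of -0.61 and 1.88.

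The mandible comparison called 0 genes with 12 libraries in the fit (744 at an unadjusted p under 0.05) and 5261 with the 4 mandible libraries. The spread of the femur libraries in the shared estimate is a candidate cause. In the simulated counts 24.5% of the changed genes were recovered with the dispersions of the 12 libraries. Those counts gave the mandible libraries the same dispersions as the femur libraries, so they do not test this cause. The fit of 4 takes its spread partly from the LSD1WT pair, which may come from 1 culture, so neither count gives the number of genes changed between mice.

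Mandible LSD1WT cultures had lower interferon response genes than ligated femur LSD1WT cultures. The paper states such a difference from qRT-PCR. All 35 tested genes were lower, with a median log2 difference of -3.15, and 35 had an adjusted p under 0.05 when adjusted over the list alone (edgeR's quasi-likelihood test). The adjusted p of the set was 1.5e-21 (limma's camera), 0.0220 under fry and 0.273 with the estimated correlation. Over all genes, 0 had an adjusted p under 0.05 and 3051 an unadjusted p under 0.05, 780 higher and 2271 lower in the mandible. The median was -1.64 without femur LSD1WT replicate 2 and -3.83 without replicate 1, which argues against a single femur library as the whole cause. In LSD1cKO the median was -3.45, and -3.73 and -3.03 within the 2 mice that gave both sites. A difference between the sites in both genotypes may therefore underlie it. The site and the culture it was grown in are confounded. In the same comparison the genes of Fig. 3A had a median of -3.67, those of Fig. 6A -1.47 and the qRT-PCR genes -1.68, with fry adjusted p values of 0.0325, 0.0195 and 0.0304 (limma). Camera called 11 of the 18 lists, fry 6 and the estimated correlation 0.

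Some genes measured by qRT-PCR stand at no sentence about these libraries. In the mandible, Nlrp3 was at 6.61 ± 0.578 CPM (SD, n = 2) in LSD1WT and 26.6 ± 7.68 CPM (SD, n = 2) in LSD1cKO, a log2 fold change of 2.01. Acod1 went from 1.60 ± 0.0712 to 6.28 ± 2.52 CPM (SD, n = 2), and Hif1a from 90.4 ± 0.714 to 101 ± 10.9 CPM (SD, n = 2). Abca3 had a log2 fold change of 0.46 and Abcb1b of 1.28. None of these had an adjusted p under 0.05 (0 genes, with Acod1 the 1 under 0.05 unadjusted). Alox15 had a log2 fold change of 1.87 in ligated femur. The unligated femur gave 2.54 for Ifit1, 2.56 for Acod1, 1.25 for Abcg2, 1.24 for Alox5, 0.74 for Alox15 and 1.81 for Cyp1b1. Several of these leaned on single libraries. Without LSD1WT replicates 1 and 2, Abcg2 was at 0.83 and 1.99, Alox5 at 1.99 and 0.80, Alox15 at 0.042 and 2.32, and Cyp1b1 at 5.32 and 0.93, and Cyp1b1 was at 0.54 without LSD1cKO replicate 1. Values there were -0.11 for Hif1a, -0.78 for Abca3 and -0.06 for Abcb1b, and without LSD1WT replicate 2 they were 0.36, 0.68 and 1.24. Cyp27a1 was at 0.35, or -0.36 without LSD1WT replicate 1 and 2.09 without replicate 2. Over the 3 cultures, edgeR's quasi-likelihood test called 7 of the 14 tested genes, among them Ifit1 (2.59, adjusted p 0.0114), Acod1 (2.30, adjusted p 0.0059), Abcg2 (1.42) and Alox5 (1.25), whereas Nlrp3 was at -0.01 and Hif1a at -0.07. Kdm1a fell by 1.82 in that comparison and by 2.03 in ligated femur, the 1 gene called there (adjusted p 0.0382, edgeR's quasi-likelihood test, 1061 genes at an unadjusted p under 0.05).

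Osteoclast genes in the femur depended on the LSD1WT replicates. Their median log2 fold change was -0.0887 with ligature, or 6.91 without LSD1WT replicate 1 and -0.89 without replicate 2. Without ligature it was 0.19, or 6.33 and -0.71. In ligated femur Nfatc1 was at -0.24 (2.27 without replicate 1), Dcstamp at -0.32 (8.61 without replicate 1), Acp5 at 0.37 (-0.55 without replicate 2) and Ctsk at 0.0010 (-0.92 without replicate 2).

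For ligated femur, the genes of Fig. 3A had a median log2 fold change of 1.54, 18 higher and 5 lower, with 4 under 0.05 when adjusted over the list alone (edgeR's quasi-likelihood test). The median was 0.99 without LSD1WT replicate 1 and 2.80 without replicate 2. M1-like markers had a median of 0.90 (0.24 and 1.61 likewise) and cholesterol synthesis genes of -0.76, all 19 lower. Camera called 13 of the 18 lists, 11 up and 2 down, and fry called 0. In the unligated femur, not part of the paper's sequencing results, the medians were 1.30 for the genes of Fig. 3A, 1.57 for interferon response genes (35 higher, 21 called over the list alone), 1.15 for M1-like markers and -0.99 for cholesterol synthesis genes (0.14 without LSD1WT replicate 2). Those of Fig. 6A had a median of 0.38, or -0.03 without LSD1WT replicate 1 and 1.33 without replicate 2. No gene was called there (0 genes, 763 at an unadjusted p under 0.05). Camera called 12 lists and fry 0. Over the 3 cultures the medians were 1.53 for the genes of Fig. 3A (10 called, 14 over the list alone), 0.88 for those of Fig. 6A (3 and 5), 1.88 for interferon response genes (25 and 34) and 1.33 for M1-like markers (5 and 9). All of these had an adjusted p under 0.05 in camera and in fry (0.0074, 0.0020, 0.0020 and 0.0036, limma) and none with the estimated correlation.

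Ligated and unligated femur were compared in each genotype. In LSD1WT 0 genes had an adjusted p under 0.05 (118 at an unadjusted p under 0.05) and camera called 6 lists, and in LSD1cKO there were 0 genes (148) and 9 lists. Fry and the estimated correlation called 0 in both. Proliferation genes were lower with ligature, by medians of -0.99 in LSD1WT and -1.04 in LSD1cKO. In LSD1WT this rested on unligated replicate 2. The list's median in replicates 1 and 2 was 44.9 and 28.8 CPM with ligature and 31.2 and 109 CPM without. In LSD1cKO it was 23.6 and 28.8 CPM with ligature and 38.9 and 62.9 CPM without, so the libraries did not overlap. The libraries come from different mice, 2 in each arm, so the 0 calls do not show that ligature left the femur cells unchanged. A block for the replicate number across ligature, chosen after seeing the data, also called 0 genes in LSD1WT and in LSD1cKO (506 and 772 at an unadjusted p under 0.05).

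The Cyp, Abc and Alox families were also tested in the other comparisons (adjusted over the 3 families). The 35 tested Abc genes had a median log2 fold change of 0.08 over the 3 cultures, 18 higher and 17 lower. It was -0.15 in the ligated femur, 16 higher and 19 lower, and -0.05 in the unligated femur, 14 higher and 21 lower. The adjusted p was 0.142, 0.590 and 0.0744 (limma's camera), and each median changed sign in some alternatives. Over the 3 cultures the 17 tested Cyp genes had a median log2 fold change of 0.36, 13 higher and 4 lower, or 0.58 without ligated femur LSD1WT replicate 2. The adjusted p of the set was 0.0181 in limma's camera, 0.0078 in fry and 0.0403 with the estimated correlation, while 0 members had an adjusted p under 0.05 over all genes and 2 did over the list alone (edgeR's quasi-likelihood test). For ligated femur the Cyp median was -0.12, with an adjusted p of 0.173 in limma's camera, and it changed sign without LSD1WT replicate 2 (0.73) and without LSD1cKO replicates 1 and 2 (0.0745 and 0.14). In the unligated femur the Cyp median was 0.43, with an adjusted p of 0.0089 in limma's camera, 0.0769 in fry and 0.0454 with the estimated correlation. It was 0.78 without LSD1WT replicate 1, 0.17 without LSD1WT replicate 2 and 0.86 without LSD1cKO replicate 2. For the 5 tested Alox genes the ligated femur median was 1.28, 3 higher and 2 lower, with an adjusted p of 0.0385 in limma's camera and 0.0066 in fry, which did not hold with the estimated correlation (0.133). It was 1.67 without LSD1WT replicate 1, 0.40 without LSD1cKO replicate 2, and 0.64 (camera adjusted p 0.103, limma) with the filter at a mean of 10 counts. In the unligated femur it was 1.24, 4 higher and 1 lower, with 0.0024 in camera, 6.3e-04 in fry and 0.0426 with the estimated correlation (adjusted p, limma), or 1.99 without LSD1WT replicate 1. The Alox genes had a median of 1.25 over the 3 cultures, with an adjusted p of 0.0016 in limma's camera, 2.4e-05 in fry and 0.0232 with the estimated correlation. That correlation was -0.187 for Alox over the 3 cultures and -0.193 in the unligated femur. With these negative estimates the test made no allowance for genes that move together. As the study named these families from these or related samples, the tests are not independent evidence.

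The other cell type lists were checked in the mandible for RNA of other cells. Median log2 fold changes were -0.0165 for neutrophils (17 of 20 genes tested, camera adjusted p 0.622), 0.93 for B cells (8 of 16, 0.0106), 0.76 for T and NK cells (3 of 16, 0.150) and -0.74 for erythroid cells (3 of 16, 0.386). They were 0.45 for mast cells (3 of 16, 0.399), 0.18 for dendritic cells (14 of 16, 0.399), 0.65 for megakaryocytes (11 of 12, 0.127), -1.52 for stromal cells (12 of 18, 0.0049) and 0.39 for stem and progenitor cells (12 of 16, 0.0049). The stem and progenitor list shares 2 genes with the mast cell list and 1 with the dendritic cell list. B cell, stromal and stem cell calls were not under 0.05 in fry (0.124, 0.529 and 0.0938, limma). With genes at the limit of detection at their bounds, the medians were 0.44 for B cells, -0.61 for erythroid cells and 0.38 for megakaryocytes. Single libraries changed several of these. T and NK cells were at 0.20 without LSD1WT replicate 1, and erythroid cells at -0.33 without LSD1WT replicate 3. Without LSD1cKO replicate 1 mast cells were at 1.04 and stromal cells at -2.50, without LSD1WT replicate 3 mast cells were at 0.74, and without LSD1cKO replicate 2 mast cells were at 0.0775 and megakaryocytes at 0.21. The neutrophil median changed sign with the library left out, from -0.0778 to 0.0717.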
